# The submandibular and sublingual glands maintain oral microbial homeostasis through multiple antimicrobial proteins

**DOI:** 10.3389/fcimb.2022.1057327

**Published:** 2023-01-10

**Authors:** Yanan Li, Jingming Liu, Tong Guan, Yuxin Zhang, Qianyu Cheng, Huikai Liu, Chang Liu, Wenping Luo, Hong Chen, Liang Chen, Tianyu Zhao

**Keywords:** submandibular glands, sublingual glands, saliva, oral microbial homeostasis, antimicrobial proteins

## Abstract

**Introduction:**

Oral microbial homeostasis is a key factor affecting oral health, and saliva plays a significant role in maintaining oral microbial homeostasis. The submandibular gland (SMG) and sublingual gland (SLG) together produce the most saliva at rest. Organic ingredients, including antimicrobial proteins, are rich and distinctive and depend on the type of acinar cells in the SMG and SLG. However, the functions of the SMG and SLG in maintaining oral microbial homeostasis have been difficult to identify and distinguish, given their unique anatomical structures

**Methods:**

In this study, we independently removed either the SMG or SLG from mouse models. SMGs were aseptically removed in three mice in the SMG-removal group, and SLGs were aseptically removed in three mice in the SLG-removal group. Three mice from the sham-operated group were only anesthetized and incised the skin. After one month, we analyzed their oral microbiome through 16S rRNA sequencing. And then, we analyzed each gland using proteomics and single-cell RNA sequencing.

**Results:**

Our study revealed that the microbiome balance was significantly disturbed, with decreased bacterial richness, diversity, and uniformity in the groups with the SMG or SLG removed compared with the sham-operated group. We identified eight secreted proteins in the SMG and two in the SLG that could be involved in maintaining oral microbial homeostasis. Finally, we identified multiple types of cells in the SMG and SLG (including serous acinar, mucinous acinar, ductal epithelial, mesenchymal, and immune cells) that express potential microbiota homeostasis regulatory proteins. Our results suggest that both the SMG and SLG play crucial roles in maintaining oral microbial homeostasis via excretion. Furthermore, the contribution of the SMG in maintaining oral microbial homeostasis appears to be superior to that of the SLG. These findings also revealed the possible antimicrobial function of gland secreta.

**Discussion:**

Our results suggest that control of oral microbial dysbiosis is necessary when the secretory function of the SMG or SLG is impaired. Our study could be the basis for further research on the prevention of oral diseases caused by microbial dysbiosis.

## Introduction

A balanced oral microbiome is important for normal functioning of the body (Baker et al., 2014). Distorted microbial homeostasis leads to the prevalence of pathogenic bacteria, which cause various diseases (Lynge Pedersen and Belstrom, 2019). Previous studies have connected oral microbiome dysbiosis and oral diseases, including dental caries, gingivitis, and periodontitis (Cross and Ruhl, 2018). Recently, studies have demonstrated links to systemic diseases, including autoimmune diseases, systemic malignancies, and premature birth (Alam et al., 2020; Freire et al., 2021).

Several factors influencing oral microbial homeostasis are well understood, including host factors, local environment, and factors associated with the microorganisms themselves (Lynge Pedersen and Belstrom, 2019). Saliva plays a significant role in the maintenance of oral microbial homeostasis, having dual effects on oral microbiome growth (Carpenter, 2020). Some salivary proteins, such as lysozymes, lactoferrins, peroxidases, mucins, immunoglobulins, histatins, cystatins, and amylases, can inhibit growth. Immunoglobulins participate in locally acquired immunity, whereas lysozymes, peroxidases, and mucins participate in local innate immunity (Saitou et al., 2020). Conversely, other salivary proteins, such as mucins, can aggregate bacteria, causing them to adhere to solid surfaces, thus acting as a medium for oral microbial growth (Lynge Pedersen and Belstrom, 2019).

In mammals, saliva is predominantly synthesized and secreted by three major pairs of anatomically and histologically distinct organs: the parotid gland (PG), submandibular gland (SMG), and sublingual gland (SLG) (Oyelakin et al., 2019). The composition and function of secreta from each gland is unique, consisting of different cell types (Mattingly et al., 2015). Most saliva produced in response to stimuli is secreted by the PG, whereas in the resting state saliva is produced by the SMG and SLG, which play key roles in maintaining oral microbial balance. PG (a purely serous gland) produces watery, α-amylase-rich saliva, whereas the SMG (which contains mucous and serous acinar cells) and SLG (which contains mainly mucous acinar cells) produce more viscous, slimy, mucin-rich secretions (Mattingly et al., 2015). Saliva constituents in the SMG and SLG are similar but not identical; Mucin levels in the SLG are 10-fold higher than in the SMG. Additionally, these mucins have different chemical properties. Nearly all sialic acids are mucin-bound in the SLG, whereas only 40% are mucin-bound in the SMG (Porcheri and Mitsiadis, 2019).These differences suggest distinct functions in maintaining oral health.

Functionally, proteins are the paramount constituents of saliva (Cross and Ruhl, 2018; Saitou et al., 2020). Previous studies focused on acinar cells, the predominant source of salivary proteins (Saitou et al., 2020). The heterogeneity of protein-secreting cells in the SMG and SLG has recently been discovered using single-cell sequencing technology (Hauser et al., 2020). However, the proteins that regulate microbiota homeostasis and the cells where they are synthesized remain undefined. Human ductal anatomy prevents proteomic analysis of pure submandibular or sublingual secretions. Murine models are used due to similarities in saliva constituents, but the amount of secreta collected from mice is insufficient for proteomic analysis. Therefore, the mechanisms by which the SMG and SLG directly or indirectly affect microbiota homeostasis remain unclear.

To investigate this, we removed SMG or SLG from mouse models and employed 16S rRNA sequencing to detect changes in oral microflora. We also performed proteomic analyses to identify antimicrobial proteins. Additionally, single-cell RNA sequencing (scRNA-seq) was conducted to explore the cell types responsible for secreting antimicrobial proteins.

Our results deepen our understanding of the relationship between antimicrobial proteins in the SMG/SLG and oral microbial homeostasis, and highlight differences between the SMG and SLG in this role. Our results suggest that control of oral microbial dysbiosis is crucial when SMG or SLG secretory function is impaired. This study offers prospects for preventing diseases caused by microbial dysbiosis *via* the application of antimicrobial proteins into the oral cavity.

## Materials and methods

### Animals’ treatment

Female C57BL/6N mice (6–8 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology Co. Ltd. (Certificate No. 110011210109849878) and raised in a Specific pathogen Free grade environment with a constant photoperiod (12 h light/12 h darkness). All animal studies were approved by the Ethics Committee of Chongqing Medical University College and Use Committee (grant number: 2021062). The Guidelines for Ethical Review of Laboratory Animal Welfare (GB/T35892-2018, China) were followed at our institution. In this study, all experiments were performed in accordance with the Basel Declaration and followed the “3R” principles of treating experimental animals: reduction, replacement, and refinement.

### Establishment of submandibular glands or sublingual glands removal model and saliva collection

Mice were anesthetized with an intraperitoneal injection of 400 mg/kg of 5% chloral hydrate. After disinfection with 75% alcohol, the submandibular area was exposed. SMGs were aseptically removed in three mice in the SMG-removal group, and SLGs were aseptically removed in three mice in the SLG-removal group. Three mice from the sham-operated group were only anesthetized and incised the skin (Hori et al., 2021). After one month, the oral bacteria was collected from the mouse oral cavity by swabbing the surface of the oral mucosa and collecting saliva with sterilized cotton balls. Saliva flow was stimulated (subcutaneous 5 mg/kg pilocarpine), and saliva was collected using sterile cotton balls. Samples were obtained after centrifugation (12000 rpm, 5 min) and stored at −80 °C for further analysis. The timeline of the experiment as shown in **Figure 1A**. The exclusion criteria were as follows: (a) loss of ability to ambulate (inability to access food or water). (b) animals that died during the study period (Hori et al., 2021).

**Figure 1:**
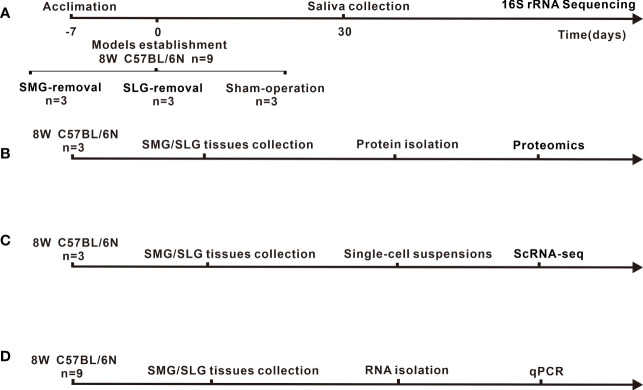
Experimental timeline and animal treatment flowchart. **(A)** Sample source, model-establishing period and sampling time point of 16S rRNA for sequencing. **(B)** Source of samples and protocol flowchart for proteomics to investigate secreted antimicrobial proteins of SMG or SLG. **(C)** Source of samples and animal treatment flowchart for ScRNA-seq to explore heterogenous cells of SMG or SLG secreted antimicrobial proteins are presented. **(D)** Source of samples and flowchart for qPCR to examine the transcription of secreted antimicrobial proteins.

### DNA preparation and 16S rRNA sequencing

Total DNA was extracted using the Omega Mag-Bind Soil DNA Kit (Omega, Georgia, USA) according to the manufacturer’s protocol. DNA concentration was assessed using Nanodrop 2000 (Thermo Scientific, Wilmington, USA), and the DNA quality was determined by 1.2% agarose gel electrophoresis. The 16S rRNA sequencing was performed by Genergy Biotechnology (Shanghai, China). Sequences that reflect the composition and diversity of bacterial flora, such as microbial ribosomal RNA or specific gene fragments, were used as targets, and sample-specific barcode sequences were added to design the corresponding primers. The V3-V4 hypervariable regions of the bacterial 16S rRNA gene were amplified by PCR using Pfu high-fidelity DNA polymerase (Quanshijin Company, Beijing, China). The products of PCR amplification were quantified by fluorescence (Quant-iT PicoGreen dsDNA Assay Kit) (Invitrogen, Shanghai, China) using a Microplate reader (BioTek, FLx800). Sequencing libraries were prepared using a TruSeq Nano DNA LT Library Prep Kit (Illumin, California, USA). The final fragments were selected and purified by 2% agarose gel electrophoresis.

### Bioinformatics analysis of 16S rRNA sequencing

Microbiome bioinformatics were mainly performed using QIIME 2 2019.4 (Bokulich et al., 2018), while the OTU clustering procedure followed Vsearch (v2.13.4) (Rognes et al., 2016). All unique sequences were clustered at 98% (via cluster_size), followed by chimera removal (via uchime_denovo). Non-chimeric sequences were re-clustered at 97% to generate representative OTU sequences and OTU tables. The representative sequences were aligned with MAFFT (Katoh et al., 2002) and used to construct a phylogeny using fasttree2 (Price et al., 2009). Alpha diversity analysis was performed by calculating indices of Chao1, Simpson, and Pielou’s evenness, beta diversity metrics (weighted UniFrac) were estimated using the diversity plugin with samples (Lozupone et al., 2007). Rarefaction curves and the total OTUs are shown in **Appendix Figure 1**. We removed any OTUs that are less than 1% of the total abundance and unidentified genera when we did differential abundance analysis.

### Sample collection and bioinformatics analysis of proteomics

The source of samples as shown in **Figure 1B**. A total of six submandibular and sublingual glands were collected for proteomic analysis, obtained from three C57BL/6N mice, which were euthanized using CO2. The submandibular and sublingual glands were washed with sterile phosphate-buffered saline to rinse the blood and adhesive tissue. Samples were sent to Genecreate Biological Engineering Co., Ltd (Wuhan, China) for proteomic analysis. Genecreate Biological Engineering Co., Ltd uses label-free quantification to detect the differences within the same protein among multiple samples, including protein extraction, reductive alkylation, protein quantification, enzyme de-salting, Q-Exactive HF (Thermo Fisher Scientific, San Jose, CA) mass spectrometry system analysis, database retrieval analysis using MaxQuant 1.6.17.0 software. In the quantitative results, the significant difference was selected according to up_regulate ≥2 or down_regulate ≤0.500, adj. p-value ≤0.05. Principal coordinate analysis (PCoA) was performed using Bray-Curtis distance metrics. Functional enrichment analysis included biological process category of the gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, and InterPro (IPR). They were performed for all proteins with significant differences. The database of KEGG pathways from http://www.kegg.jp /. The database of GO from http://www.geneontology.org /.

### Quantitative real-time polymerase chain reaction (qPCR)

The source of samples are shown in **Figure 1D**. RNA from the SMG and SLG of nine C57BL/6N mice (6–8 weeks old, female) were isolated using TRIZOL reagent (15596026, Invitrogen, Carlsbad, CA, USA) and used to generate cDNA templates using a reverse transcription reaction kit (18090050, Invitrogen, Carlsbad, CA, USA). The PCR primers were designed using Primer 3.0 and are listed in **Table 1 of Appendix**. SYBR Green-based qPCR analysis was conducted using the ABI Prism 7500 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). PCRs were tested using 20-µl reactions. qPCR cycles were 95°C for 3 min, followed by 39 cycles at 95°C for 10 s, 59°C for 30 s, and one cycle at 95°C for 5 s, 65°C to 95°C, incremented by 0.5°C for 5 s. qPCR reactions were performed in triplicate. All samples were normalized to the β-actin expression levels. Sample quantification was performed according to the threshold cycle method using the ΔΔCt method. Values presented in the graphs are mean ± SEM values.

### Single-cell RNA sequencing (scRNA-seq) analysis

The source of scRNA-seq samples are shown in **Figure 1C**. Single-cell suspensions from freshly isolated SMGs and SLGs from three female C57BL/6N (6–8 weeks old) mice were generated for scRNA-seq analysis as previously described (Song et al., 2018). A total of 15,707 cells were sequenced at a depth of 295 million reads, with a mean of 18,816 reads per cell and 689 median genes per cell. 

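The matrix that the authors deposited holds 15707 barcodes, each taken as a cell by the 10x pipeline, and 19290 of the listed genes had at least 1 UMI. A UMI (unique molecular identifier) is a random tag that marks one captured RNA molecule, so its count is a number of molecules and not of reads. The median was 689 genes per cell, with a range from 53 to 5141. The median share of UMIs on mitochondrial genes was 2.54%. The paper's text states no filter on cells, so every barcode was kept. At least 200 genes and at most 20% mitochondrial UMIs would leave 14849 cells with a median of 693 genes, 253 cells falling under the gene minimum and 636 over the mitochondrial limit. Leaving out the 10% of cells with the highest scores of the doublet caller Scrublet, an alternative chosen after seeing the data, moved the median most, to 707 genes in 14157 cells. Scrublet itself called none of the barcodes a doublet, which counts as the caller not having worked.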

The output from the 10X Genomics Cell Ranger v6.0.1 pipeline was used as input into the R analysis package Seurat v4.1.1 (Hao et al., 2021). Data were normalized using Seurat’s LogNormalize with a scale factor of 10,000. Cluster analysis was performed, and the t-distributed stochastic neighbor embedding algorithm was used for dimensionality reduction and visualization. Cluster-to-cluster differential expression testing using the Wilcoxon rank-sum test identified unique gene markers for each cluster.

## Results

### Richness, diversity, and uniformity of the oral microbiome decreased in the SMG- or SLG-removal model

To investigate the role of the SMG and SLG in maintaining oral microbiome balance, we established SMG- or SLG-removal mouse models and analyzed their microbial composition. The results of the blood test (**Appendix, Table 2**) showed that the monocyte ratio decreased in the SMG-removal group, and the basophil ratio increased in the SLG-removal group. We performed high-throughput sequencing of the 16S rRNA gene V3-V4 regions of saliva samples. Sequencing yielded approximately 109,115 valid reads for each sample, after removing low-quality or ambiguous reads. Interestingly, we found significant differences in oral microbial composition.

To comprehensively evaluate the alpha diversity of the microbial community, significance among the three groups was verified using the Kruskal-Wallis rank sum test and Dunn’s test. As shown in **Figures 2A, B** the indices were significantly lower (P ≤ 0.05) in both the SMG-removal and the SLG-removal groups than in the sham-operated group. Alpha diversity indices were also significantly lower in the SMG-removal group than in the SLG-removal group (P ≤ 0.05) (**Figure 2C**). These results suggest that regulation of the oral microbiome is complex and may differ between the two glands.

**Figure 2:**
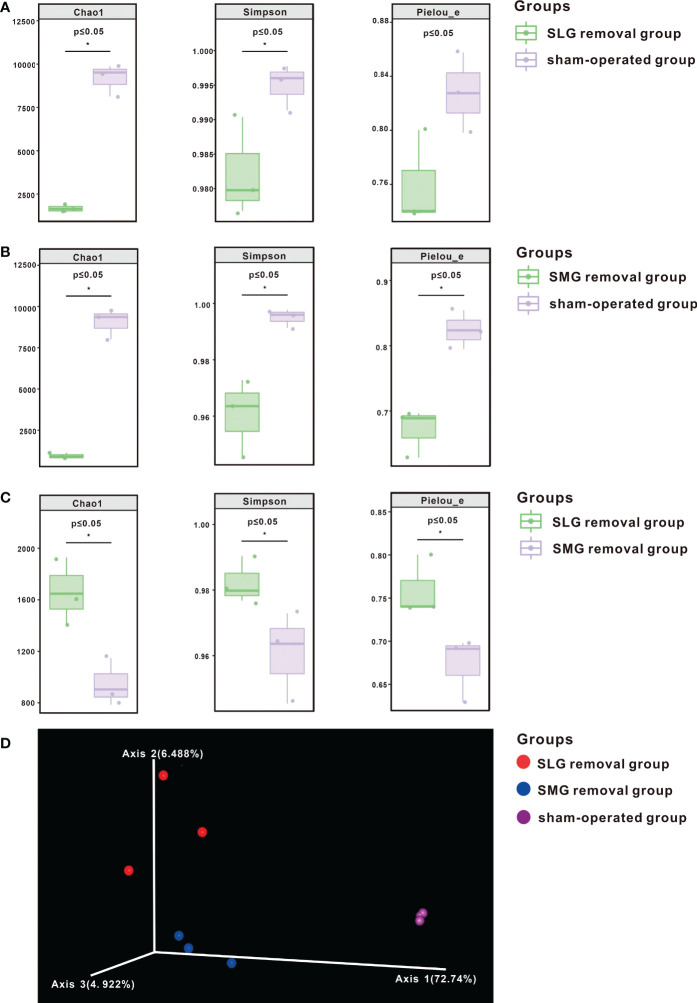
The diversity of bacterial species shown by alpha diversity indices based on 16S rRNA sequencing. The Chao1 index represented richness, the Simpson index represented diversity, and Pielou’s Evenness index characterized uniformity. **(A)** These indices were significantly decreased (P ≤ 0.05) in the SLG removal group compared with the sham-operated group. **(B)** These indices were significantly decreased (P ≤ 0.05) in the SMG removal group compared with the sham-operated group. **(C)** These indices were significantly decreased (P ≤ 0.05) in the SMG removal group compared with the SLG removal group. **(D)** Beta diversity is shown by PCoA. Each sample is represented by a dot, and different colors represent different groups. A separation trend was shown among the three groups. The symbol * means P≤0.05.

Beta diversity was measured using a weighted UniFrac distance matrix and analyzed using PCoA. The visualization results are shown in **Figure 2D**. A separation trend was observed among SMG-removal group, SLG-removal group, and sham-operated group suggesting that the composition of the oral microbiome was distinctive among the three groups of mice.

### *Lactobacillus* was the most clearly increased genus in the SMG- and SLG-removal models

We compared the genera among the three groups by differential abundance analysis (**Figures 3A, B, E**). The genera that differed between the SLG-removal group and the sham-operated group are shown in **Figure 3A**. The genera that differed between the SMG-removal group and the sham-operated group are shown in **Figure 3B**. Moreover, the genera that differed between the SLG-removal group and SMG-removal group are shown in **Figure 3E**. From these results, we concluded that *Lactobacillus* was the most variable genus in the gland-removal groups. Both *Lactobacillus* and *Desulfovibrio* were upregulated, whereas *Streptococcus* was downregulated in the SLG-removal group compared to the SMG-removal group. Next, we evaluated the up- or downregulated genera from this genera in both the SMG and SLG removal groups compared with the sham-operated group (**Figures 3C, D**). We identified nine genera of co-upregulated microflora and three genera of co-downregulated microflora. *Desulfovibrio* was only upregulated in the SLG-removal group and was downregulated in the SMG-removal group.

**Figure 3:**
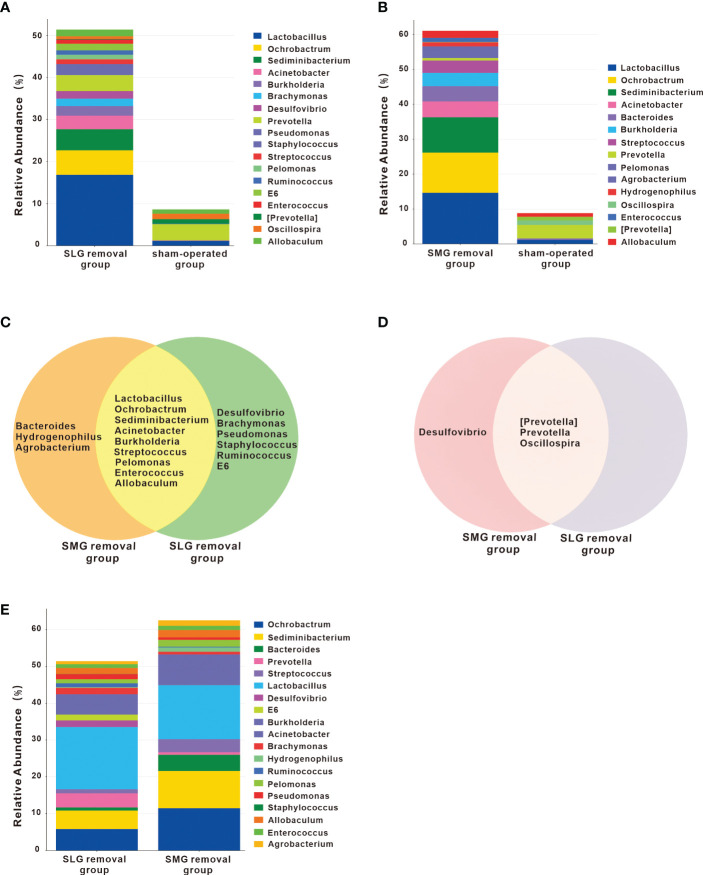
Changes of genera in the SMG or SLG removal group. **(A)** The different genera compared the SLG removal group with the sham-operated group. The most obviously up-regulated genus was Lactobacillus. **(B)** The different genera were found when comparing the SMG removal group with the sham-operated group. The most obviously up-regulated genus was also Lactobacillus. **(C)** Up-regulated genera either in the SMG or in the SLG removal group, compared with the sham-operated group. Co-upregulated genera were Lactobacillus, Ochrobactrum, Sediminibacterium, Acinetobacter, Burkholderia, Streptococcus, Pelomonas, Enterococcus, and Allobaculum. Bacteroides, Hydrogenophilus and Agrobacterium only occurred in the SMG removal group, while Desulfovibrio, Brachymonas, Pseudomonas, Staphylococcus, Ruminococcus, E6 only occurred in the SLG removal group. **(D)** Down-regulated genera either in the SMG or in the SLG removal group, compared with the sham-operated group. Co-downregulated genera were [Prevotella], Prevotella and Oscillospira. Desulfovibrio existed only in the SMG removal group. **(E)** The different genera compared the SLG removal group with the SMG removal group. The abundance of Lactobacillus was more prominent in the SLG removal group compared with the SMG removal group. The abundance of streptococcus was more in the SMG removal group compared with the SLG removal group.

### Several proteins secreted in the SMG and SLG may participate in maintaining oral microbial homeostasis

Proteomic assays were performed to examine the protein composition of the two glands. A total of 3,718 proteins were detected based on 36,331 peptides. The differences between the SMG and SLG are displayed using PCoA and a heatmap. The PCoA plot of the SMG and SLG showed an obvious separation, with the most decisive PC1 accounting for 79.27% of the variation in the dataset (**Figure 4A**). This suggests that the protein composition differs between the SMG and SLG. A total of 248 significant hits (114 upregulated and 134 downregulated) were found in the SMG compared to the SLG (upregulated ≥ 2 or downregulated ≤ 0.500, adj. P-value ≤ 0.05) (**Figure 4B**).

**Figure 4:**
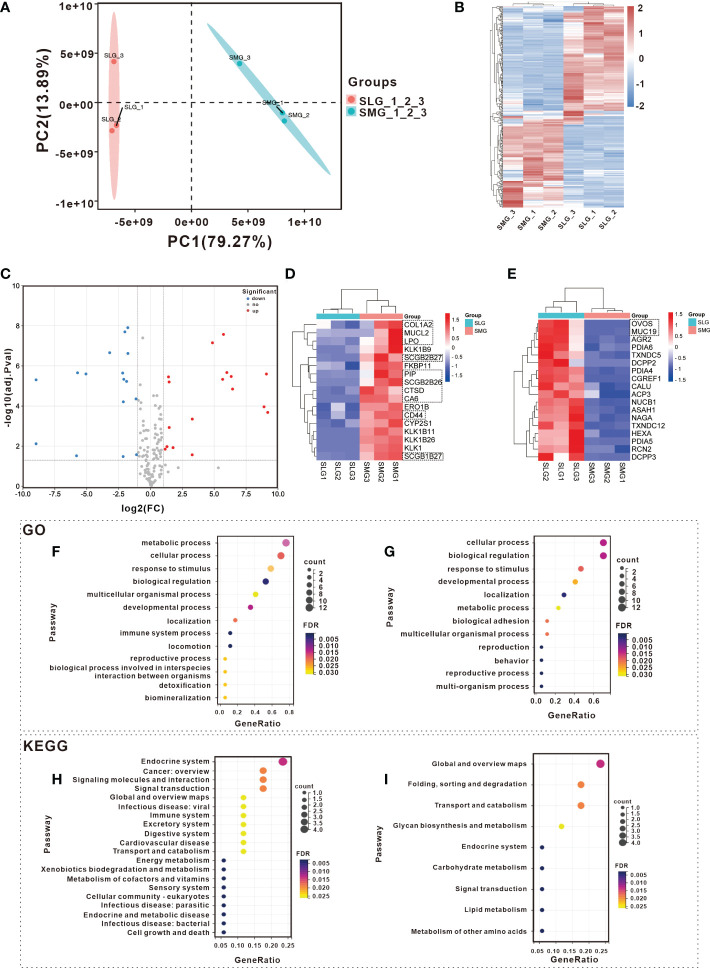
Detection and analysis of proteins in SMG and SLG which participate in maintaining oral microbial homeostasis with Proteomic. Different expression tissue proteins between SMG and SLG were shown with **(A)** PCoA and a **(B)** heatmap. A separation trend was displayed between SMG and SLG. There were 114 up-regulated and 134 down-regulated proteins in the SMG compared to the SLG. **(C)** The secreted proteins of the SMG and the SLG were displayed with a volcano plot. There were 17 up-regulated and 18 down-regulated proteins in the SMG compared with the SLG. Secreted proteins were more abundant in the **(D)** SMG and more abundant in the **(E)** SLG. The biological process of GO analysis was conducted in more abundant expression proteins of **(F)** SMG and **(G)** SLG. The KEGG annotation analysis was conducted in more of the abundant expression proteins of the **(H)** SMG and **(I)** SLG. The GO and KEGG pathway enrichment of the up-regulated proteins, which were more abundantly expressed in the SMG were likely enriched secondary to infectious disease or immunity. While the down-regulated proteins, which were more abundantly expressed in the SLG in GO and KEGG enrichment, did not show that.

We then focused on the secreted proteins. A total of 309 proteins, characterized by the enrichment of extracellular proteins and signal peptides, were selected for further analysis. Thirty-five proteins exhibited significant differences (17 upregulated and 18 downregulated) (**Figure 4C**). The heatmap displays relatively abundant proteins in the SMG (**Figure 4D**) and SLG (**Figure 4E**). The biological process category of the GO and KEGG pathway enrichment analyses were determined to explore the function of the 35 significantly altered proteins (**Figures 4F–I**). The GO terms of the upregulated proteins, which were more abundantly expressed in the SMG, were enriched in the immune system process category (**Figure 4F**). KEGG pathway enrichment revealed that 17 upregulated proteins that were more abundantly expressed in the SMG were enriched with “infectious disease: viral,” “immune system,” “infectious disease: parasitic,” and “infectious disease: bacterial” (**Figure 4H**). Meanwhile, the proteins that were more abundant in the SLG were not relevant to infectious diseases or immunity according to the GO and KEGG enrichment analyses (**Figures 4G, I**). These results might partially explain why bacterial richness, diversity, and uniformity were more disrupted in the SMG-removal group than in the SLG-removal group.

Next, we analyzed the detailed functions of the selected proteins by enriching IPR, KEGG, and GO functions. Seventeen proteins were more abundant in the SMG. Prolactin-inducible protein (PIP) has an immunoglobulin fold-like structure that contributes to the aggregation of oral bacteria. Aggregation is thought to promote the clearance of bacteria from the oral cavity and can influence the composition of the oral bacterial community. Lactoperoxidase (LPO), a member of the salivary peroxidase system, exerts a broad-spectrum bactericidal effect (Morita et al., 2017). CTSD (cathepsin D), CD44 (CD44 antigen), and COL1A2 (collagen alpha-2) were associated with the pathways of “infectious disease: viral” and “immune system”. Additionally, SCGB2B26, SCGB1B27, and SCGB2B27 were subjected to IPR enrichment and were found to belong to the Secretoglobin superfamily. Eighteen proteins were more abundant in the SLG. As salivary mucin, MUC19 lubricates and protects oral surfaces and assists in bacterial clearance by promoting the aggregation of microorganisms by interacting with other salivary proteins. Ovostatin homolog (OVOS) was subjected to IPR enrichment and was found to belong to the immunoglobulin E set. Interestingly, a non-secreted protein, the polymeric immunoglobulin receptor (PIGR), has been reported to be positively correlated with IgA concentrations in mouse saliva (Huang et al., 2018; Gong et al., 2021).

To further confirm these results, we conducted a qPCR to examine protein transcription in the SMG and SLG (**Figures 5A,B**). The results showed that the SMG’s expression of *Lpo*, *Ctsd*, *Cd44*, *Col1a2*, *Pip*, *Scgb2b26*, *Scgb1b27*, and *Scgb2b27* was higher, whereas the expression of *Muc19*, *A2ml1* (codes for the OVOS protein), and *Pigr* was higher in the SLG. These RNA transcripts were consistent with the proteomic results.

**Figure 5:**
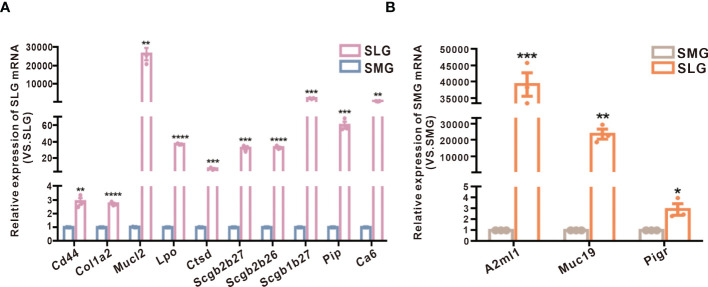
Examination of protein transcription in the SMG and the SLG by qPCR. **(A)** The transcript levels of *Lpo, Ctsd, Cd44, Col1a2, Pip, Scgb2b26, Scgb1b27*, and *Scgb2b27* in the SMG and the SLG tested by qPCR. **(B)** The transcript levels of *Muc19, A2ml1* (coding protein OVOS), and *Pigr* in the SMG and the SLG were tested by qPCR. The transcript levels were consistent with proteins abundance. The meaning of the symbols: *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001.

### Heterogenous cells of the SMG or SLG secreted antimicrobial proteins

To explore the types of cells that generate different proteins in the SMG and SLG, we conducted scRNA-seq assays. 

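The scRNA-seq was made with 10x Genomics 3' libraries, in which droplets capture single cells and the 3' ends of their transcripts are counted. The authors deposited one matrix of raw UMI counts from Cell Ranger 6.0.1, without normalization. The genome build and annotation they used are not given in the sources used here. The series lists 4 samples of both glands from untreated wild-type mice. Its labels name 2 mice, whereas the methods of the paper name 3, and neither says which gland or mouse a sample is. Every barcode in the matrix carries the same suffix, so cells were not assigned to a sample, a mouse or a gland. The matrix therefore counts as 1 sample, levels are over both glands together, and no spread between animals and no p-value was computed.
The matrix held 125100595 UMIs, with a median of 2608 per cell and quartiles of 1841 and 5482.5. The 10 most abundant transcripts took 75.5% of all UMIs and *Mucl2* alone took 41.2%, so in cells full of them the level of every other gene relative to the total is pushed down. Cells were clustered with Seurat after LogNormalize with a scale factor of 10000, as in the paper. The paper's text does not name the numbers of variable genes and principal components or the resolution, which were set to 2000, 20 and 0.5. The 36 genes of Figures 6D, E were left out of the variable genes, 20 of them having been among the 2000, so that these 36 did not enter the clustering directly. They still count in the total of each cell that LogNormalize uses. Other genes reported below, such as *Krt7* and *Prol1*, were not left out. Clusters were named from lists of marker genes that hold none of the 36. For the serous and mucinous acinar-like clusters, and for an unnamed cluster led by *Dcpp* genes, leading genes among the 36 were also part of the reason. A class is called serous acinar-like, for example, because the names are rebuilt. A difference from the study may come from that. Cluster numbers are those found here, counted from 0 in order of size, and are not those of Figure 6.
The level of a gene in a class is its UMIs summed over the cells of the class per 10000 UMIs, with the exact Poisson 95% interval in brackets. Shares of cells are given with the exact binomial (Clopper-Pearson) 95% interval. Both intervals cover counting error only, since cells are not replicates. Gene positions are from GENCODE M21 on GRCm38, matched by Ensembl identifier.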

First, we performed unsupervised clustering with affinity propagation based on the expression of high-variance genes to determine the level of cellular heterogeneity in the SMG and SLG. Twelve clusters were identified using the uniform manifold approximation and projection (UMAP) (**Figure 6A**). 

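At a resolution of 0.5 the cells formed 26 clusters, the smallest of 37 cells. A resolution of 0.3 moved this most, to 14 clusters, and 0.8 gave 28. The marker lists named 16 of the clusters, with 8161 cells or 52.0% (51.2 to 52.7) of all. The other 10 clusters, with 7546 cells or 48.0% (47.3 to 48.8), were left unnamed. In 6 of these, clusters 0, 1, 7, 9, 12 and 16, the median cell had under 500 genes, and they hold 6661 cells or 42.4% (41.6 to 43.2) of all. A rule set after seeing the data leaves such clusters unnamed. It decided for clusters 7, 9 and 12, with 1505 cells, since clusters 0, 1 and 16 had fewer than the 3 markers of a list that a name needs. Cluster 16 had a median of 7230 UMIs but 329 genes per cell. In the alternative clusterings the markers were not scored again. Each cluster there took the most common main-setting name of its cells, with unnamed counted as a name. A class that got no cluster may have been outvoted, so its absence does not show that its cells failed to group.

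**Figure D1:**
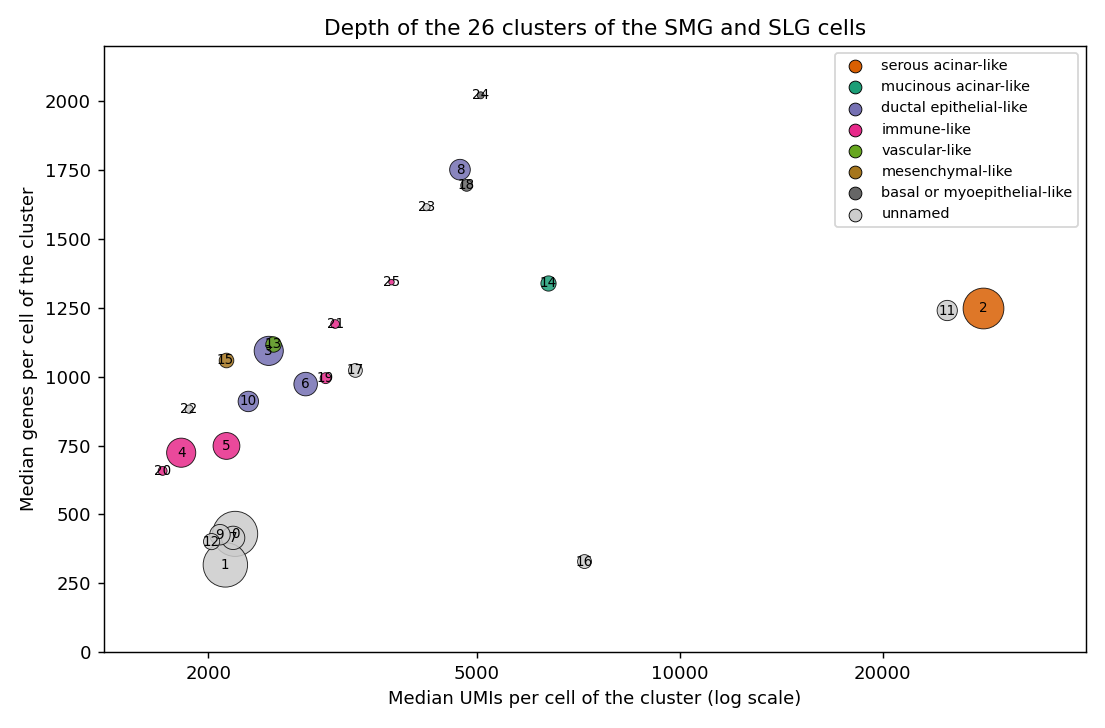
Median UMIs per cell (x axis, log scale) against median genes per cell (y axis) of each of the 26 clusters, numbered; the area of a circle is proportional to the number of cells and the colour gives the class. Clusters 0, 1, 7, 9 and 12 lie together under 500 genes, and clusters 2 and 11 lie apart at a median of 28182 and 24948 UMIs.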

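The level of *Krt7* was 5.52 (5.37 to 5.67) UMIs per 10000 in ductal epithelial-like cells and 0.668 (0.511 to 0.858) in vascular-like cells, the next of the 6 classes. *Krt7* was as high, at 5.48 (5.11 to 5.87), in basal or myoepithelial-like cells, a class of 229 cells outside the 6. *Nkg7* was at 7.75 (7.52 to 7.99) in immune-like cells. It came from the lymphoid-like part of that class, with 15.4 (14.9 to 15.9) against 0.393 (0.322 to 0.476) in the myeloid-like part. The level of *Cdh5* was 4.69 (4.25 to 5.15) in vascular-like and 0.0912 (0.0335 to 0.198) in mesenchymal-like cells. *Col1a1* was at 9.09 (8.37 to 9.84) in mesenchymal-like and 0.0986 (0.0451 to 0.187) in vascular-like cells. These 4 genes stand in the marker lists that named the classes, so their levels are the basis of the names. *Lpo* and *Muc19*, which the paper uses for the 2 acinar types, stand in no list, but as leading genes they were part of the reason for the acinar names.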

Six cell clusters were assigned according to classical cellular markers (**Figure 6B**): serous acinar cells marked by lactoperoxidase (Huang et al., 2021), mucinous acinar cells marked by mucin19 (Das et al., 2009), ductal epithelial cells marked by keratin 7 (Rimland et al., 2021), immune cells marked by natural killer cell granule protein 7 (Ng et al., 2020), vascular cells marked by cadherin 5 (Tombor et al., 2021) and mesenchymal cells marked by collagen type I alpha 1 (Tombor et al., 2021). The relationship between the 12 clusters and the six cell types is shown in **Figure 6C**. 

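Cluster 2, with 2040 cells or 13.0% (12.5 to 13.5) of all, was the one cluster named serous acinar-like. Its name rests on *Aqp5*, *Bhlha15*, *Prol1* and *Gjb1*, which were higher there than in all other cells pooled, and on leading genes that are secreted. In mucinous acinar-like cells *Aqp5* was higher, at 4.07 against 2.07 UMIs per 10000, and so was *Gjb1*, at 0.177 against 0.158. *Bhlha15* was nearly equal, at 0.317 against 0.324. Of these markers only *Prol1* sets the 2 acinar-like classes apart in the serous direction. The leading genes include *Lpo*, *Mucl2*, *Scgb2b26* and *Scgb1b27*, whose levels are reported below, so the name does not stand wholly apart from them. The cluster held 48.6% of all UMIs, and *Mucl2*, *Pip* and the *Scgb* genes took 87.2% of its own. The same transcripts took 73.6% of the UMIs of cluster 0, with 2496 cells, and 89.2% of those of cluster 16, with 237 cells. Both were left unnamed, as *Prol1* was the only gene of the serous list above the other cells in either. Joined to the serous acinar-like class after the clusters were seen, they bring it to 4773 cells or 30.4% (29.7 to 31.1), the largest change of this share under any alternative.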

Cluster 0, cluster 2, and cluster 12 were assigned to serous acinar cells. 

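Cluster 14, with 285 cells or 1.81% (1.61 to 2.04) of all, was the one cluster named mucinous acinar-like, from *Spdef*, *Creb3l1*, *Creb3l4*, *Galnt12* and *B3gnt6*. The serous acinar list had as many genes above the other cells there, namely *Aqp5*, *Bhlha15*, *Cldn10*, *Lman1l* and *Bpifa2*, and among the 10 leading genes of the cluster each list had 1, *Galnt12* and *Lman1l*. That a mucin gene, *Muc19*, led the cluster was part of the reason for the name, so the level of *Muc19* reported below does not stand apart from it. Clusters 1 and 11, with 2423 and 503 cells, were led by *Dcpp* genes, and *Dcpp1*, *Dcpp2* and *Dcpp3* took 47.7% and 81.6% of their UMIs. Neither was named. Cluster 1 had only *Cldn10* and *Bpifa2*, of the serous list, above the other cells. Cluster 11 had 2 genes of the mucinous list (*Creb3l1* and *B3gnt6*) and 3 of the serous list (*Cldn10*, *Gjb1* and *Bpifa2*), enough for a serous name, and was left unnamed by judgement because *Dcpp* genes led it. With both joined to cluster 14, although each had more serous than mucinous markers, the class had 3211 cells or 20.4% (19.8 to 21.1).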

Cluster 1 and cluster 10 were assigned to mucinous acinar cells. Cluster 3 and cluster 6 were assigned to the ductal epithelial cells. 

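The ductal epithelial-like class held 2756 cells in clusters 3, 6, 8 and 10, or 17.5% (17.0 to 18.2) of all, at a median of 2759.5 UMIs per cell. Cluster 3 had 1042 cells, with *Ascl3* and *Foxi1* among its 10 leading genes. Clusters 6 and 8, with 679 and 524 cells, were led by *Klk1b* genes. Cluster 10, with 511 cells, was led by *Slc13a2*, *Slc9a3* and *Esp4*. Basal or myoepithelial-like cells formed clusters 18 and 24, with 170 and 59 cells.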

Cluster 5 and cluster 11 were assigned to immune cells. 

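The immune-like class held 2297 cells or 14.6% (14.1 to 15.2) of all, of which 1232 were lymphoid-like and 1065 myeloid-like. The largest lymphoid-like cluster, cluster 4 with 1041 cells, was named from *Nkg7*, *Ptprc*, *Ccl5*, *Klrb1c*, *Ncr1* and *Ltb*. The largest myeloid-like one, cluster 5 with 882 cells, was named from 14 of the 17 genes of its list, *C1qa*, *C1qb* and *C1qc* among them. Another cluster of 63 cells, cluster 23, carried lymphoid and ductal markers together and was left unnamed.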

Cluster 8 was assigned to vascular cells. 

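Cluster 13 was named vascular-like, with 292 cells or 1.86% (1.65 to 2.08) of all and a median of 1118 genes per cell. Of the 13 genes of the vascular list, 11 were detected in at least 25% of its cells, and *Kdr*, *Emcn*, *Flt1* and *Tie1* were among its 10 leading genes. Cluster 7, with 669 cells and a median of 415 genes, had vascular genes at 0.0748 times the UMIs per cell of cluster 13. Above the other cells it had 1 gene of the vascular list, *Fabp4*, and 3 of the serous list, *Aqp5*, *Prol1* and *Bpifa2*, and it was left unnamed.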

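In cluster 15, with 262 cells or 1.67% (1.47 to 1.88) of all, every one of the 12 genes of the mesenchymal list was detected and above the other cells, *Col1a1*, *Col3a1*, *Dcn* and *Pdgfra* among them. Cluster 12, with 320 cells and a median of 401.5 genes per cell, had the genes of the list at 0.0851 times the UMIs per cell of cluster 15 and stayed unnamed. Pericyte and smooth muscle genes were found together in a cluster of 85 cells, cluster 22, which was given no name.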

Cluster 9 was assigned to mesenchymal cells.

**Figure 6:**
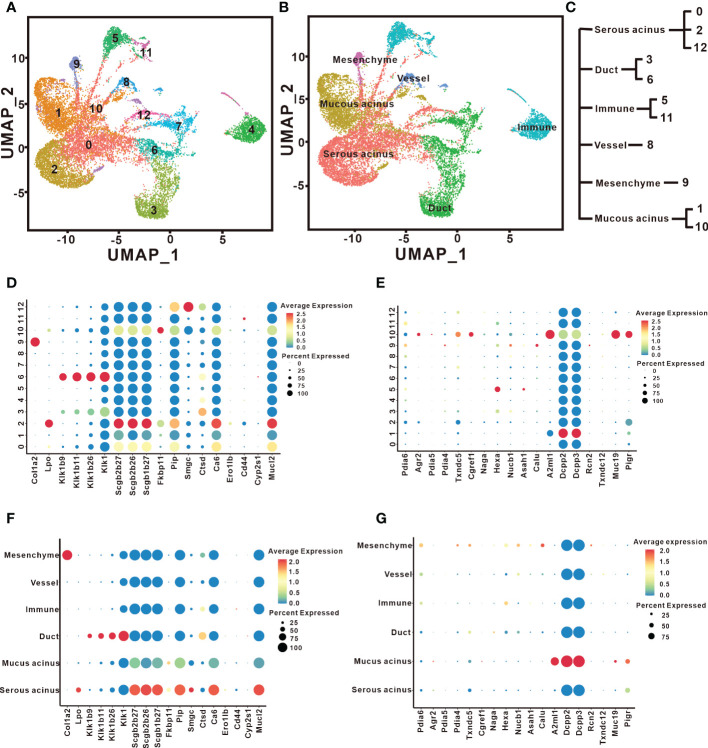
Cell types responsible for distinct secreted proteins identified by scRNAseq. **(A)** UMAP visualization revealed twelve cell clusters in the SMG and the SLG. **(B)** The distribution and cell types in the SMG and the SLG include serous acinar cells, mucinous acinar cells, ductal epithelial cells, immune cells, vascular cells, and mesenchymal cells. **(C)** The relationship between the 12 clusters and these six cell types. **(D, F)** The expression patterns of genes coding the secreted proteins that are more abundant in SMG are shown by a bubble plot. **(E, G)** The expression patterns of genes coding the secreted proteins that are more abundant in the SLG are shown by a bubble plot.

Next, we generated an expression map of the proteins secreted by the six cell types. Antibacterial proteins abundantly expressed in the SMG were carefully analyzed (**Figures 6D, F**). 

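The files list *Lpo* as ENSMUSG00000009356, on chromosome 11 from 87806428 to 87828289, a protein-coding gene. It was at 1.22 (1.19 to 1.25) UMIs per 10000 in serous acinar-like cells and 0.732 (0.650 to 0.821) in mucinous acinar-like cells, the next class, a log2 ratio of 0.74 (0.57 to 0.91). A UMI of *Lpo* was found in 83.6% (81.9 to 85.2) of serous acinar-like cells at a median of 28182 UMIs, and in 4.79% (3.67 to 6.13) of lymphoid-like cells, which should lack it, at a median of 1866.5 UMIs. With every cell thinned to 500 UMIs, which left no cell out, the shares were 6.52% (5.49 to 7.68) and 0.731% (0.335 to 1.38).
The other genes were far more abundant, and all of them were protein-coding. On chromosome 7, *Scgb2b26* (33943002 to 33945040), *Scgb2b27* (34011921 to 34013942) and *Scgb1b27* (34021483 to 34022881) are neighbours. *Scgb2b27* was at 662 in serous and 402 in mucinous acinar-like cells, *Scgb2b26* at 389 and 194, and *Scgb1b27* at 1509 and 856. No 90-base window of the 3' ends of *Scgb2b26* and *Scgb2b27* is shared with another gene, so their reads can be told apart. *Mucl2* (chromosome 15, 103895855 to 103899312) was at 5934 in serous and 2895 in mucinous acinar-like cells. *Pip* (chromosome 6, 41847535 to 41852065) was at 223 and 146. The intervals of these 5 genes were within 1% of the level in serous acinar-like cells. Their log2 ratios to the mucinous acinar-like class lay between 0.61 (0.60 to 0.62), for *Pip*, and 1.04 (1.03 to 1.04), for *Mucl2*.
RNA of these genes was also found in cells that should lack them. *Mucl2* had a UMI in 100% of lymphoid-like cells, at a level of 1046, and *Pip* in 94.6% (93.2 to 95.8), or 63.0% (60.2 to 65.7) at 500 UMIs, so a share of cells with a UMI does not separate the classes for these genes. The ratios of *Lpo*, *Scgb2b27*, *Scgb2b26*, *Scgb1b27* and *Pip* to *Mucl2* in mucinous acinar-like cells were within 1.5 times those in serous acinar-like cells. Free RNA at the amount of lymphoid-like cells is far too little for these levels, since these 5 genes had at most 0.0480 times as many UMIs per cell in lymphoid-like as in mucinous acinar-like cells. RNA of serous acinar cells that came in another way, in doublets for example, was not excluded and may be part of the mucinous acinar-like levels. With free RNA taken away, the log2 ratios were 0.75 for *Lpo*, 1.07 for *Mucl2* and 0.62 for *Pip*. The alternative that moved the ratios most was clustering on 10 principal components. No cluster took the mucinous acinar-like name there, and *Lpo*, for example, stood at a log2 ratio of 2.27 to the next class.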

The results showed that *Lpo*, *Scgb2b27*, *Scgb2b26*, *Scgb1b27*, *Mucl2*, and *Pip* were highly expressed in serous acinar cells. 

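*Ctsd* (ENSMUSG00000007891) is a protein-coding gene on chromosome 7 from 142375911 to 142388038. Its level was 4.81 (4.67 to 4.95) UMIs per 10000 in ductal epithelial-like cells, 3.67 (3.51 to 3.84) in immune-like cells and 3.66 (3.21 to 4.15) in mesenchymal-like cells. The log2 ratio of the first to the second was 0.39 (0.31 to 0.47). The lymphoid-like part of the immune-like class was at 4.59 (4.33 to 4.85), an interval that overlaps the ductal one. Serous acinar-like cells were lowest by this measure, at 0.359 (0.344 to 0.374), but with 1.07 UMIs of *Ctsd* per cell they stood above the immune-like (0.847) and mesenchymal-like (0.920) cells. A UMI was found in 71.2% (69.5 to 72.9) of ductal epithelial-like cells and in 57.1% (54.2 to 59.8) of lymphoid-like cells, whose median depths are given above, and after thinning in 21.8% (20.3 to 23.4) and 21.1% (18.9 to 23.5). Among the ductal epithelial-like clusters, *Ctsd* was at 5.73 in cluster 3, 5.67 in cluster 8, 4.89 in cluster 6 and 2.16 in cluster 10. The highest of all clusters was the unnamed cluster 23, at 6.10 (5.27 to 7.03).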

*Ctsd* is highly expressed in ductal epithelial cells. Thus, the secretory units express most antibacterial proteins. 

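Figure 6D names 18 genes, whose levels in the figure had been seen before the present values were computed. Of these, 7 were highest in the serous acinar-like class, 7 in the ductal epithelial-like class and 1, *Fkbp11*, in the mucinous acinar-like class, which makes 15 in the acinar and ductal classes. The other 3 were *Cd44* in immune-like, *Col1a2* in mesenchymal-like and *Smgc* in vascular-like cells. *Smgc* was at 20.6 (19.7 to 21.6) UMIs per 10000 in the vascular-like class but at 1506 (1499 to 1514) in cluster 17, an unnamed cluster of 234 cells that it leads. Under other settings its highest class was ductal epithelial-like or mucinous acinar-like in 9 of 12 alternatives. At a resolution of 0.3, with 30 principal components and with the genes of Figures 6D, E kept, no cluster took the vascular-like name. The vascular-like class could therefore not be highest in those settings. For *Ero1lb*, the ductal epithelial-like and immune-like classes, at 0.143 and 0.142 (0.111 to 0.177), could not be separated at this depth. The division of the 18 genes depends on the measure. As mean UMIs per cell 11 were highest in the serous acinar-like, 5 in the ductal epithelial-like and 1 each in the mucinous acinar-like and mesenchymal-like class. By single cluster 6 were highest in the serous acinar-like cluster, 5 in ductal epithelial-like clusters, 1 each in the mucinous acinar-like and mesenchymal-like cluster, 2 in myeloid-like and 3 in unnamed clusters.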

We also found that some secreted antibacterial proteins were present in multiple cell types. For instance, *Col1a2* is highly expressed in mesenchymal cells, and *Cd44* is highly expressed in immune cells. 

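*Col1a2* (ENSMUSG00000029661, protein-coding, chromosome 6 from 4504814 to 4541544) was at 32.0 (30.7 to 33.4) UMIs per 10000 in mesenchymal-like cells and 0.350 (0.240 to 0.495) in vascular-like cells, a log2 ratio of 6.51 (6.01 to 7.06). It had a UMI in 100% (98.6 to 100) of mesenchymal-like cells at a median of 2122 UMIs and in 1.18% (0.755 to 1.75) of serous acinar-like cells, which should lack it and are deeper by far. At 500 UMIs the shares were 76.3% (70.7 to 81.3) and 0% (0 to 0.181). Under the filter on cells and under 30 principal components no cluster took the mesenchymal-like name. Among the classes left, *Col1a2* was highest in vascular-like and ductal epithelial-like cells. As names were carried over by majority, this does not show that *Col1a2* was low in mesenchymal cells there.
*Cd44* (ENSMUSG00000005087, protein-coding, chromosome 2 from 102811141 to 102901665) was low throughout. Its level was 0.521 (0.461 to 0.586) in immune-like, 0.243 (0.139 to 0.395) in mesenchymal-like, 0.215 (0.172 to 0.266) in mucinous acinar-like and 0.207 (0.196 to 0.219) in serous acinar-like cells. The log2 ratio of the first to the second was 1.10 (0.37 to 1.93). The highest cluster was the myeloid-like cluster 19, with 146 cells, at 2.01 (1.63 to 2.45). A UMI of *Cd44* was found in 9.49% (8.32 to 10.8) of immune-like cells at a median of 2015 UMIs and in 40.5% (38.4 to 42.7) of the deeper serous acinar-like cells. At 500 UMIs these shares were 2.09% (1.54 to 2.76) and 1.03% (0.638 to 1.57). As mean UMIs per cell, with no division by the cell's total, *Cd44* was highest in serous acinar-like cells and the log2 ratio became -2.36.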

Two SLG candidates were analyzed. 

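*A2ml1* (ENSMUSG00000047228) is a protein-coding gene on chromosome 6 from 128539821 to 128581608. *Muc19* (ENSMUSG00000044021), which GENCODE M21 lists as a processed transcript, lies on chromosome 15 from 91838326 to 91934555 and overlaps *Smgc* (91838265 to 91861438) on the same strand, so reads from the shared part may have been counted for either or neither. *A2ml1* was at 72.0 (71.2 to 72.9) UMIs per 10000 in mucinous acinar-like cells and at 1.04 (0.842 to 1.27) in vascular-like cells, a log2 ratio of 6.11 (5.82 to 6.42). *Muc19* was at 71.6 (70.7 to 72.4) in mucinous acinar-like and 0.511 (0.467 to 0.558) in ductal epithelial-like cells, a log2 ratio of 7.13 (7.00 to 7.26). A UMI of *A2ml1* was found in 91.2% (87.3 to 94.2) of mucinous acinar-like cells at a median of 6376 UMIs and in 6.57% (5.26 to 8.11) of lymphoid-like cells, which should lack it. For *Muc19* the shares were 87.7% (83.3 to 91.3) and 3.33% (2.40 to 4.49). At 500 UMIs they were 59.6% (53.7 to 65.4) and 0.974% (0.504 to 1.70) for *Muc19*, and 60% (54.1 to 65.7) and 1.22% (0.683 to 2.00) for *A2ml1*. With the unnamed clusters joined to classes, 1 and 11 to the mucinous acinar-like and 7 to the vascular-like class among them, the log2 ratio of *A2ml1* fell to 2.52. Clusters 1, 7 and 11 had more serous markers than markers of the class they joined. On 10 principal components no cluster took the mucinous acinar-like name. Among the classes left, *A2ml1* was highest in serous acinar-like and *Muc19* in ductal epithelial-like cells.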

*A2ml1* (codes for the OVOS protein) and *Muc19* were highly expressed in mucinous acinar cells (**Figures 6E, G**). 

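*Pigr* (ENSMUSG00000026417, protein-coding) lies on chromosome 1 from 130826684 to 130852249. It was at 3.43 (3.25 to 3.62) UMIs per 10000 in mucinous acinar-like cells and 0.927 (0.903 to 0.952) in serous acinar-like cells, the next class, a log2 ratio of 1.89 (1.80 to 1.97). A UMI was found in 78.6% (73.4 to 83.2) of mucinous acinar-like cells, 76.6% (74.7 to 78.4) of the deeper serous acinar-like cells and 4.14% (3.10 to 5.41) of lymphoid-like cells. At 500 UMIs these shares were 21.1% (16.5 to 26.3), 5.69% (4.72 to 6.78) and 0.893% (0.447 to 1.59). The clusters led by *Dcpp* genes followed cluster 14, with 1.86 (1.78 to 1.93) in cluster 11 and 1.26 (1.18 to 1.34) in cluster 1. With the unnamed clusters joined to classes, these 2 to the mucinous acinar-like despite more serous than mucinous markers, the log2 ratio of *Pigr* fell to 0.96. It was 0.78 as mean UMIs per cell and 2.39 as the mean over cells. On 10 principal components, where no cluster took the mucinous acinar-like name, *Pigr* was highest in serous acinar-like cells. A share of 2.63% of the 90-base windows at the 3' end of *Pigr* is found in other genes as well.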

Interestingly, *Pigr* is also highly expressed in mucinous acinar cells. Thus, more cells and proteins appeared to be involved in regulating bacterial richness, diversity, and uniformity in the SMG than in the SLG. Overall, our results illustrate those serous acinar, ductal epithelial, mesenchymal, and immune cells in the SMG produce antimicrobial proteins, whereas only mucinous acinar cells in the SLG produce antimicrobial proteins.

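Each of the 12 genes that the text assigns to a cell type had its highest level in the class of that name, out of the 6 classes. For 5 of them this is partly fixed by the names, since *Lpo*, *Mucl2*, *Scgb2b26* and *Scgb1b27* were among the leading genes for which cluster 2 was named and *Muc19* was part of the reason for the name of cluster 14. The margin differed widely, from a log2 ratio of 0.39 for *Ctsd* to more than 6 for *Col1a2*, *A2ml1* and *Muc19*. Over the alternatives the count ran from 9, on 10 principal components where no cluster took the mucinous acinar-like name, to 12. Of the 18 genes that Figure 6E names, 8 were highest in the mucinous acinar-like class, 8 in the mesenchymal-like class and 1 each in the immune-like class (*Hexa*) and the vascular-like class (*Txndc12*). This division depends on the measure and on the clustering. As mean UMIs per cell 14 were highest in the mucinous acinar-like and 3 in the mesenchymal-like class. By single cluster 5 were highest in the mucinous acinar-like cluster, 5 in the mesenchymal-like, 3 in myeloid-like and 3 in unnamed clusters. At a resolution of 0.8 the classes stayed at 8 and 8. With 30 principal components and under the filter on cells no cluster took the mesenchymal-like name, and with 30 none took the vascular-like name either. Then 5 genes were highest in the ductal epithelial-like class with 30 components, and 6 in the vascular-like class under the filter. On 10 principal components, where no cluster took the mucinous acinar-like name, 6 were highest in the serous acinar-like class.
The gland of a cell is not recorded in the matrix, so these levels hold no comparison of the SMG with the SLG. Figures 6D to G of the paper group genes by the gland in which their proteins are more abundant. After going through selected genes of each group, the paper concludes which cells make antimicrobial proteins. It names serous acinar, ductal, mesenchymal and immune cells in the SMG, and mucinous acinar cells alone in the SLG.

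**Figure D2:**
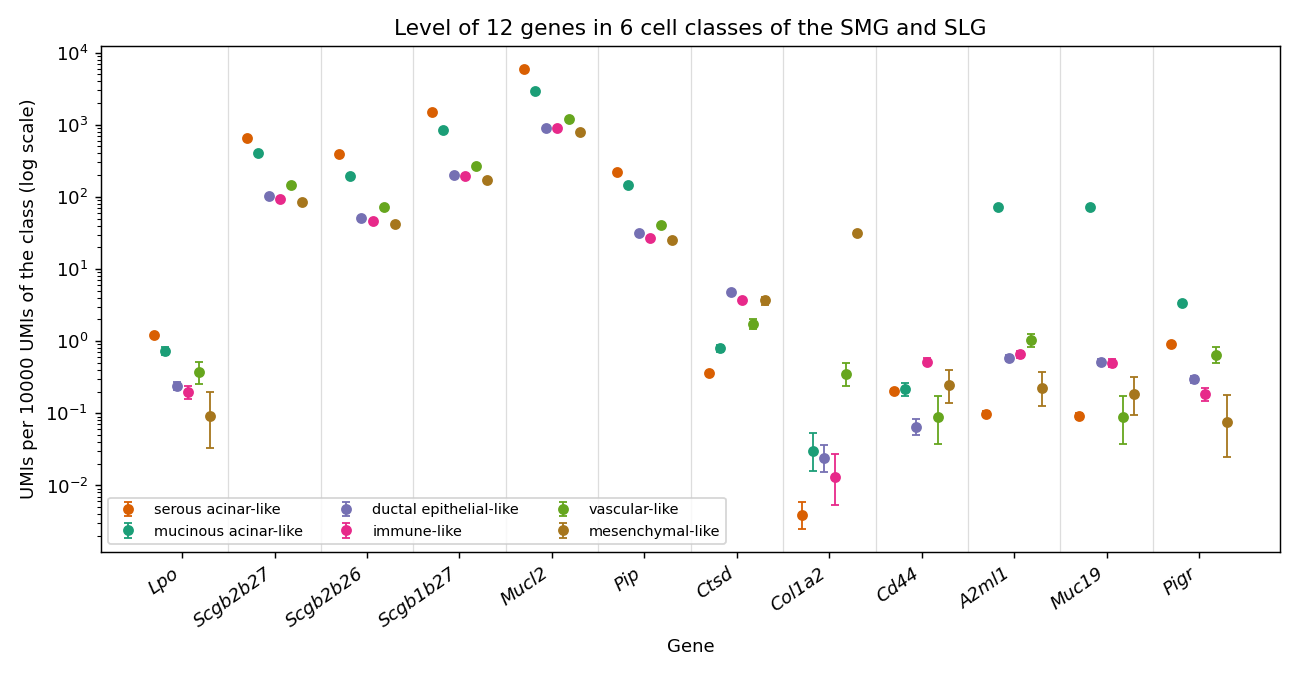
Level of the 12 genes (x axis) as UMIs per 10000 UMIs of the class (y axis, log scale) in each of the 6 classes, from 1 matrix of both glands; points are levels and bars are exact Poisson 95% intervals, often smaller than the point. The serous acinar-like points are highest for the first 6 genes, with the mucinous acinar-like points next at 0.732 for Lpo and 2895 for Mucl2, while A2ml1 and Muc19 stand apart in mucinous acinar-like cells and Col1a2 in mesenchymal-like cells.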

## Discussion

Many antimicrobial proteins required for maintaining oral microbial homeostasis have been identified. However, details regarding the cellular sources and functions of these proteins are poorly understood. We performed 16S rRNA sequencing of the salivary microbiome, and employed proteomics and scRNA-seq to study the functional proteins and antimicrobial protein-producing cell populations. We found that these proteins may regulate bacterial richness, diversity, and uniformity. Proteomic analysis showed that eight proteins secreted in the SMG and two proteins secreted in the SLG may be related to oral microbial homeostasis. scRNA-seq revealed that these antimicrobial proteins originate from serous acinar, ductal epithelial, mesenchymal, immune, or mucinous acinar cells.

Regulation of the oral microbiome differs between the SMG and SLG. Removing SMG or SLG (especially SMG) significantly disturbed microbiome balance, decreasing bacterial richness, diversity, and uniformity. This suggests that salivary components from the SMG and SLG have considerable effects on oral microbial homeostasis, with SMG playing the major role.

Previous studies reported that alteration to the salivary constituents can result in oral dysbacteriosis. Here, we manipulated constituents of saliva by removing the SMG or SLG. *Lactobacillus*, a major contributor to dental caries (Wen et al., 2022), was significantly more abundant in both removal groups and showed strong acid tolerance. *Lactobacillus* has been shown to survive strong acidity. We speculated that this increase in relative abundance might be related to the low-pH of saliva after SMG or SLG removal.

The SMG mainly consists of seromucous cells that generate neutral secretions. We performed a proteomic assay. The result suggest that carbonic anhydrase VI (CA6), which is related to pH homeostasis (Esberg et al., 2019), is more abundant in the SMG. In a previous study, 13 enzymatically active CA isozymes were identified. CA6 is the only secreted isozyme (Kivela et al., 1999). CAs are zinc enzymes that catalyze the reversible hydration of carbon dioxide, and are important for pH homeostasis in saliva (Supuran, 2008). In the SMG-removal group, the pH imbalance may have occurred due to decreased CA6 protein levels. Thus, the SMG could be a key organ in prevention of oral diseases such as dental caries and periodontitis.

The SLG comprises a large proportion of mucous cells that secrete acidic mucus, as illustrated by alcian blue-periodic acid-Schiff (AB-PAS) staining. In the SLG-removal group, *Lactobacillus* was even more abundant than in the SMG-removal group. We posited that this relative abundance might be the result of several factors, such as saliva flow rate, other unknown proteins, and interactions related to bacterial growth (commensalism or competition).

Six groups of *Streptococcus* (*S. mitis*, *sanguinis*, *anginosus*, *salivarius*, *downei*, and *mutans*) are common in the oral cavity and significantly associated with oral health (Abranches et al., 2018). Among these, *S. mutans* is directly associated with development of dental caries (Moye et al., 2014). In this study, *Streptococcus* was more abundant in the SMG-removal group than that in the sham-operated group. Secreted proteins such as PIP and MUC19 are involved in *Streptococcus* regulation (Culp et al., 2015). Proteomic quantitative analysis found more PIP in SMG and more MUC19 in SLG. PIP and MUC19 showed high affinity for *Streptococcus* and had considerable effects on its colonization (Lee et al., 2002). Both can also attenuate dental infections by assisting *S. mutans* aggregation and clearance, representing an oral defense mechanism in salivary constituents (Lee et al., 2002; Culp et al., 2015). MUC19 controls the initial adherence of bacteria to tooth surfaces, provides bacteria with nutrients, and participates in the innate immune system (Culp et al., 2015). Interestingly, *Streptococcus* did not change drastically in the SLG-removal group. We believe that MUC19 alone cannot lead to dominant *Streptococcus* colonization, as this requires the cooperation of multiple proteins.

*Desulfovibrio* species are gram-negative bacteria that use sulfate compounds as terminal electron acceptors in their respiratory chain (Tchinda et al., 2021). In humans, *Desulfovibrio* species (*D. fairfieldensis*, *D. piger*, and *D. vulgaris*) have been found in the oral cavity and reportedly cause infection (Tee et al., 1996). In periodontitis patients, *D. fairfieldensis* is found in periodontal pockets, where it produces H2S owing to its sulfate-reducing activity. H2S causes direct toxicity to collagen fibers, indirectly disrupting immunological defense (Loubinoux et al., 2002). We found that *Desulfovibrio* abundance increased in the SLG-removal group but decreased in the SMG-removal group. This result suggested that some proteins secreted by the SLG might inhibit growth of *Desulfovibrio* species.

Several antimicrobial proteins could play important roles in oral microbiota homeostasis. In the SMG, KEGG and IPR enrichment suggests that LPO participate in innate immunity. LPO, a heme-containing glycoprotein that catalyzes hydrogen peroxide-dependent oxidation of thiocyanate to hypothiocyanite, has bactericidal effects on periodontal pathogenic bacteria and reduces oral malodor (Welk et al., 2021). Lactoperoxidase exhibits membrane permeabilization activity against gram-positive and gram-negative bacteria (Morita et al., 2017; Manabu et al., 2017). Therefore, LPO also plays a major role in clearing the oral mucosa from various biological threats, preserving homeostasis of the oral cavity. Meanwhile, SCGB2B26, SCGB1B27, SCGB2B27, and OVOS are involved in acquired immunity, which also effects the oral microflora. SCGB2B26, SCGB1B27, and SCGB2B27 were more abundant in the SMG. These secretoglobins play an important role in maintaining microbial homeostasis by binding to surface molecules of pathogenic microorganisms, such as adhesins, preventing them from adhering to the oral mucosa (Gibbins et al., 2015). OVOS, an immunoglobulin, was more abundant in the SLG. Micropia control drugs, which include these antimicrobial proteins, could potentially be administered to the oral cavity when the secretory function of the SMG/SLG is impaired to prevent oral diseases caused by oral microbial dysbiosis.

We performed scRNA-seq analysis to locate cells that secrete antimicrobial proteins. Previous studies reported that the characteristic spectrum of salivary proteins are produced in mucous and serous acinar cells. Recently, the heterogeneity of acinar cells was characterized. Each type of acinar cell synthesizes unique salivary proteins. In our study, cells expressing microbiota homeostasis-regulatory proteins in the SMG were categorized into three serous acinar subpopulations, namely Cluster 0, 2, and 12. 

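*Pip* and *Car6*, the name the files give to *Ca6*, were compared over the clusters found here. Besides cluster 2, which was named, and clusters 0 and 16, which were not, *Mucl2*, *Pip* and the *Scgb* genes took most UMIs of clusters 7, 9 and 12, at 59.5%, 69.3% and 69.7%. Outside cluster 2, the level of *Pip* was 187 (187 to 188) UMIs per 10000 in cluster 0 and 186 (184 to 188) in cluster 16, 174 in clusters 9 and 12 and 154 in cluster 7, and it reached 195 (193 to 198) in cluster 17. *Car6* (ENSMUSG00000028972, protein-coding, chromosome 4 from 150187015 to 150201332) was at 125 (125 to 125) in cluster 2, 109 (109 to 110) in cluster 0 and 86.5 (85.3 to 87.6) in cluster 16. In clusters 12, 9 and 7 it was at 111, 108 and 94.2. In cluster 4, lymphoid-like cells that should lack *Car6*, it was at 22.1. *Car6* had a UMI in 89.4% (87.6 to 91.1) of lymphoid-like cells, against 100% (99.8 to 100) in cluster 2, at the depths given above, and at 500 UMIs in 53.8% (51.0 to 56.6) against 99.5% (99.0 to 99.7).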

Positive expression of *Pip* was observed in all three serous acinar subpopulations, whereas the positive expression of *Ca6* was observed in only Cluster 0 and 2. All cells expressing *Lpo*, *Scgb2b27*, *Scgb2b26*, *Scgb1b27*, *Pip*, and *Ca6* separately were centered on Cluster 2 alone. These results suggest that this common subpopulation might be key for maintaining oral microbiota homeostasis. 

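All 6 of these genes, with *Ca6* listed as *Car6*, had their highest level among the 26 clusters in cluster 2, the serous acinar-like cluster. The next cluster was cluster 0 for *Lpo*, with 1.05 (0.992 to 1.11) UMIs per 10000, and for the *Scgb* genes, with 562 for *Scgb2b27*, 313 for *Scgb2b26* and 1248 for *Scgb1b27*. For *Pip* it was cluster 17 and for *Car6* cluster 12. *Mucl2*, which is not in this list, was higher in cluster 16, at 6798 (6788 to 6808), than in cluster 2. Clustering on 10 principal components moved the count of 6 most, to 5.

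**Figure D3:**
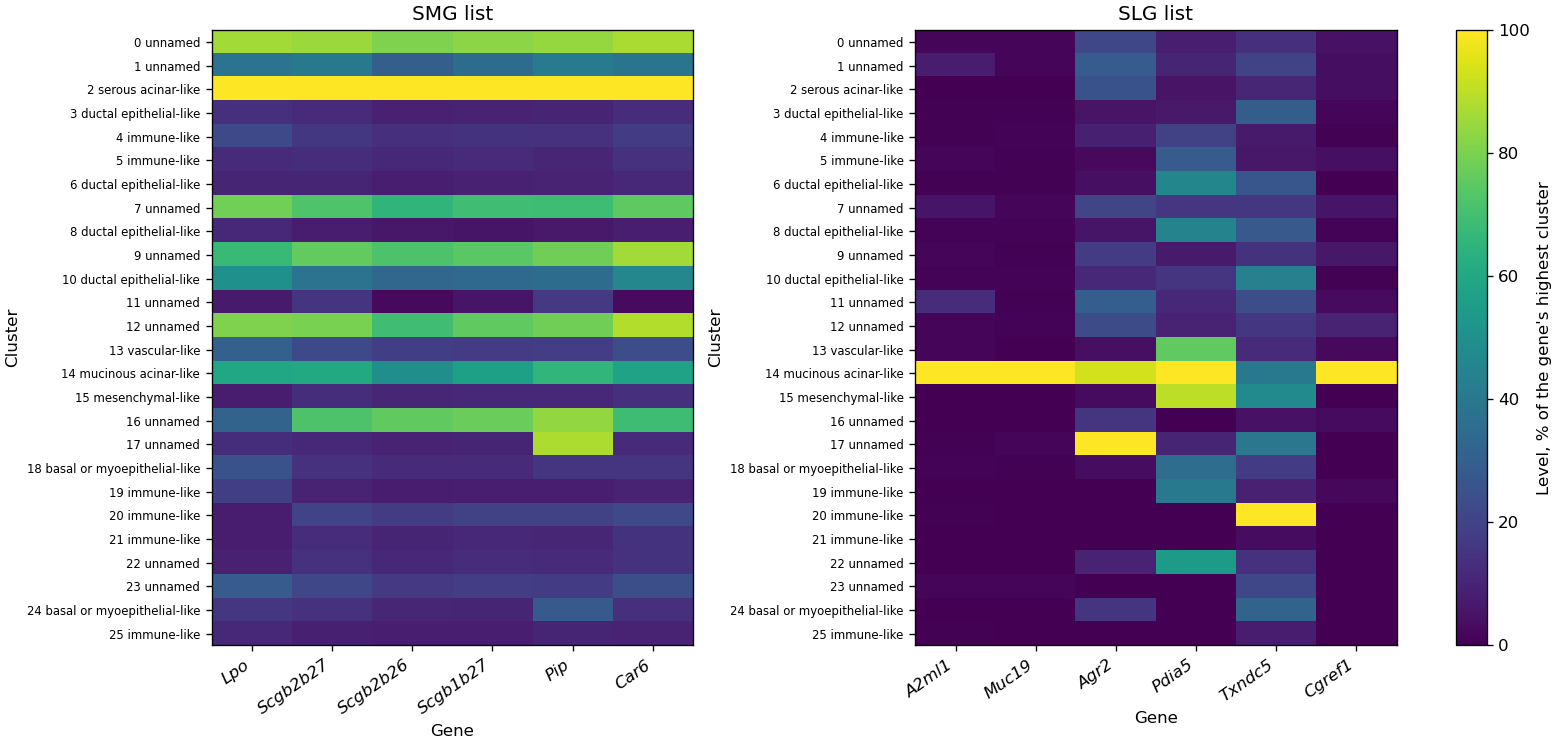
Level of the genes named in the discussion for the SMG (left) and the SLG (right) in each of the 26 clusters, as a percentage of the cluster where the gene is highest (colour). For the SMG list cluster 2 is at 100% for all 6 genes, and for the SLG list cluster 14 is at 100% for A2ml1, Muc19, Pdia5 and Cgref1.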

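Among the 26 clusters, *A2ml1* and *Muc19* were both highest in cluster 14, the mucinous acinar-like cluster. The next clusters for *A2ml1* were the ones led by *Dcpp* genes, cluster 11 with 9.24 (9.07 to 9.42) and cluster 1 with 5.62 (5.46 to 5.80) UMIs per 10000. For *Muc19* the next was cluster 23, with 1.31 (0.940 to 1.78). In cluster 11 *Muc19* was at 0.375.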

In the SLG, cells expressing genes encoding microbiota homeostasis-regulatory proteins, namely *A2ml1* and *Muc19*, were categorized into common mucous acinar subpopulation, Cluster 10. Interestingly, *Agr2*, *Pdia5*, *Txndc5*, and *Cgref1* were also highly expressed in this subpopulation. 

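*Cgref1* was at 0.922 (0.829 to 1.02) UMIs per 10000 in cluster 14, which holds *A2ml1* and *Muc19*, and at 0.0877 (0.0401 to 0.167) in the next cluster. *Agr2* was at 0.506 (0.439 to 0.582) in cluster 14 and 0.545 (0.406 to 0.716) in cluster 17, intervals that overlap. *Pdia5* rested on 40 UMIs in cluster 14, at 0.101 (0.0724 to 0.138), and on 6 UMIs in the mesenchymal-like cluster 15, at 0.0912 (0.0335 to 0.198), a difference not detectable at this depth. *Txndc5* was highest in the lymphoid-like cluster 20, at 2.70 (2.05 to 3.48), and was at 1.09 (0.986 to 1.19) in cluster 14. Among the 6 classes *Agr2* was highest in the mucinous acinar-like class, with 0.136 (0.127 to 0.146) in serous acinar-like cells next. *Txndc5* was at 1.28 (1.02 to 1.58) in the mesenchymal-like class, an interval that overlaps that of the mucinous acinar-like class, which was highest under 6 of 12 alternatives. With *A2ml1* and *Muc19*, 4 of the 6 genes were highest in cluster 14. The alternative that moved this count most was 10 principal components, with 0 because no cluster took the mucinous acinar-like name, and it was 6 with 30.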

Whether these proteins play a role in maintaining oral microbiota homeostasis is unknown.

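*Klk1* was at 664 (663 to 666) UMIs per 10000 in ductal epithelial-like cells and 59.4 in vascular-like cells, the next class. The paralogs *Klk1b26*, *Klk1b11* and *Klk1b9*, which the paper lists with it in Figure 6D, were also highest in ductal epithelial-like cells, at 65.0 (64.4 to 65.5), 18.2 and 8.41. A share of 9.32% of the 90-base windows at the 3' end of *Klk1* is found in *Klk1b5* too, so some reads of these 2 genes cannot be told apart, while *Klk1b26*, *Klk1b11* and *Klk1b9* share none. In cells counted singly, *Col1a2* had a mean of 8.04 UMIs per mesenchymal-like cell and *Ctsd* 1.68 per ductal epithelial-like cell, whereas the largest mean of *Cd44* in the 6 classes was 0.617, in serous acinar-like cells.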

Our results also showed that ductal epithelial, mesenchymal, and immune cells express genes that encode microbiota homeostasis-regulatory proteins. Interestingly, these cells are all found in the SMG, which could explain why SMG removal caused more severe oral microbiota imbalance. In the SLG, only the mucinous acinar cells are responsible for encoding microbiota homeostasis-regulatory proteins. However, it is possible that there are more functional factors produced by non-acinar cells in the SLG.

Under extreme circumstances, salivary glands (especially acinar cells) may be severely damaged, for example during radiation treatment for head and neck cancer or Sjögren’s syndrome. This causes dysbiosis of the oral microbiome and severe complications to oral health, decreasing the patient’s quality of life (Saitou et al., 2020). Our results suggest that non-acinar cells, such as ductal epithelial cells, mesenchymal cells, and immune cells, could partially substitute acinar cells in producing microbial regulatory factors during mild gland dysfunction.

In summary, our results reveal the role of the SMG and SLG in the maintenance of oral microbial homeostasis. Our study could form the basis for further research on the prevention of oral diseases caused by oral microbial dysbiosis.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: 16s RNA data is located at: https://www.ncbi.nlm.nih.gov/bioproject/PRJNA890588; Or could be accessed by BioProject ID PRJNA890588. Our original single-cell RNA sequencing data can be accessed with GSE216476 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216476). Additionally, we made the proteomics data available to public at ProteomeXchange (http://www.ebi.ac.uk/pride) with Project Webpage: http://www.ebi.ac.uk/pride/archive/projects/PXD038423; FTP Download: ftp://ftp.pride.ebi.ac.uk/pride/data/archive/2023/01/PXD038423.

## Ethics statement

The animal study was reviewed and approved by Laboratory Animal Welfare (GB/T35892-2018, China).

## Author contributions

LC and TZ contributed to design and critically revised manuscript. YL contributed to data acquisition, analysis, and interpretation, drafted and critically revised the manuscript. JL, YZ, QC, HL, and CL contributed to data acquisition and drafted the manuscript. TG contributed to analysis and drafted the manuscript. HC and WL contributed to analysis and interpretation and critically revised manuscript. All authors gave their final approval and agree to be accountable for all aspects of the work.

# Supplementary material for: The submandibular and sublingual glands maintain oral microbial homeostasis through multiple antimicrobial proteins
**Source:** Front Cell Infect Microbiol. 2023 Jan 10;12:1057327. doi: 10.3389/fcimb.2022.1057327
**Supplement:** Supplementary file 1

**Appendix. Figure 1 Rarefaction curves and the total OTUs.**

**
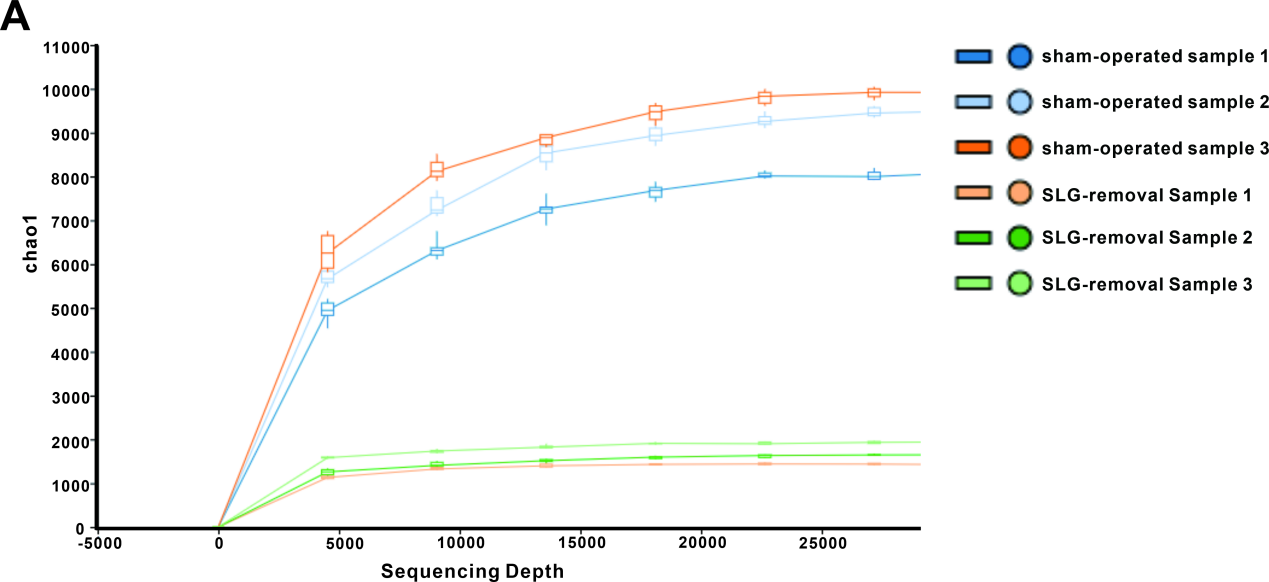
**

**
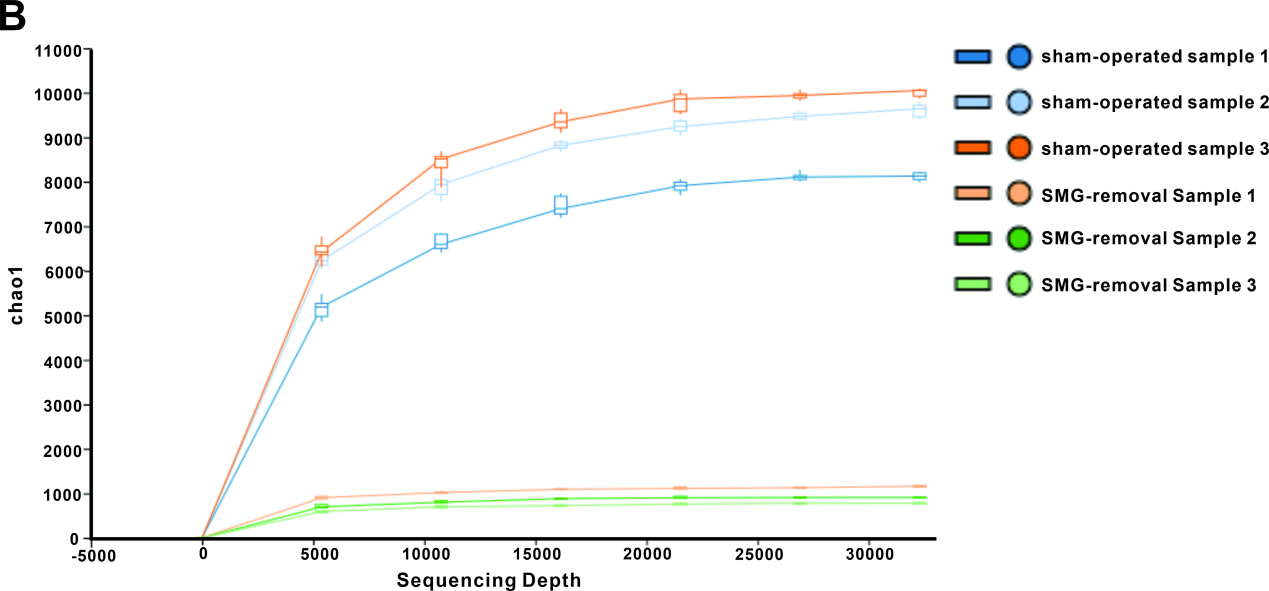
**

**C.**

| **Group** | **Sample** | **OTUs** |
| --- | --- | --- |
| **Sham-operated** | **Sample1** | **6463** |
|  | **Sample2** | **7390** |
|  | **Sample3** | **7954** |
| **SLG-removal** | **Sample1** | **1403** |
|  | **Sample2** | **1560** |
|  | **Sample3** | **1883** |
| **SMG-removal** | **Sample1** | **1082** |
|  | **Sample2** | **856** |
|  | **Sample3** | **732** |

**Appendix. Figure 1**: **(A)**Rarefaction curves of samples in sham-operated and SLG-removal group. **(B)** Rarefaction curves of samples in sham-operated and SMG-removal group. **(C)** The total OTUs in samples from sham vs SMG and SLG.

**Appendix. Table 1 qPCR primers used in this study.**

| Gene | Sequence |
| --- | --- |
| Col1a2 | (F) 5’- CTATTGGAAGCCGAGGTCC - 3’  (R) 5’- CAGCACCCCTCTCTCCTG - 3’ |
| Scgb2b27 | (F) 5’- CTACTGCAGCGGAAAGGGT - 3’  (R) 5’- TCTGGAAGGCATGATGAGGG - 3’ |
| Pip | (F) 5’- CTATGTCTGCAGCTGGGGAT - 3’  (R) 5’-TTCCTGTGCTGTTGATGGAA - 3’ |
| Cd44 | (F) 5’- CTTGGGGACTTTGCCTCTTG - 3’  (R) 5’- GGAGATACTGTAGCGGCCAT - 3’ |
| Ctsd | (F) 5’- ACTACGGAGGTGAACGACTAC - 3’  (R) 5’- TCCTCCACAGCTCCATTCAG - 3’ |
| Scgb1b27 | (F) 5’- CTACTGCAGCGGAAAGGGT - 3’  (R) 5’- TCTGGAAGGCATGATGAGGG - 3’ |
| Lpo | (F) 5’- CTTCCCTGACCTTGCTCCAGAC - 3’  (R) 5’- GACCCAGACCTTGACCTCTTCC - 3’ |
| A2ml1 | (F) 5’- TTTGCAACTGGAACTCGACG - 3’  (R) 5’- AACGATGGCAGCTTCTAGGT - 3 |
| Muc19 | (F) 5’- AATCAACTTGCCATGTCTACGG - 3’  (R) 5’- CTTGGCCACAGTAATCCTCAAG - 3’ |
| Scgb2b26 | (F) 5’- GTAGCTGAAAGGGTGGCCTT - 3’  (R) 5’- TCTTGCATTCTGGGCTTAAGT - 3’ |
| Pigr | (F) 5’- CTACAAGTGTGGCCTGGGTA - 3’  (R) 5’- TCCTTTGTGTAGACGTGGGT - 3’ |
| Mucl2 | (F) 5’- CTGCTGATTCTGCTGGTGAA - 3’  (R) 5’- GGACTCGTCTTCCGTTTCAG - 3’ |
| Ca6 | (F) 5’- GCCCTCCATGTACCTTGAAA - 3’  (R) 5’- GACGGCTAACACAGCTAGGC - 3’ |
| β-Actin | (F) 5’- TCTTTGCAGCTCCTTCGTTG - 3’  (R) 5’- CGATGGAGGGGAATACAGCC - 3’ |

**Appendix. Table2 The** **results of** **the** **blood test in mouse model.**

|  | sham-  operated 1 | sham-  operated 2 | sham-  operated 3 | removal SMG1 | removal SMG2 | removal SMG3 | removal SLG1 | removal SLG2 | removal SLG3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| WBC | 5.97 | 3.08 | 4.4 | 3.92 | 5.46 | 13.86 | 2.59 | 7.03 | 6.18 |
| RBC | 9.8 | 9.4 | 10.49 | 10.65 | 9.76 | 10.76 | 9.79 | 10.61 | 9.98 |
| Hb | 140 | 133 | 139 | 142 | 129 | 147 | 133 | 144 | 131 |
| HCT | 48 | 47.6 | 48.9 | 50.7 | 47.3 | 52 | 48 | 49.2 | 44.7 |
| PLT | 1718 | 1675 | 2506 | 1952 | 979 | 1081 | 1603 | 1042 | 1157 |
| MPV | 7 | 7.3 | 6.9 | 7 | 7.2 | 7.5 | 7.2 | 6.8 | 7.3 |
| PCT | 1.21 | 1.22 | 1.73 | 1.37 | 0.7 | 0.82 | 1.15 | 0.71 | 0.84 |
| MCV | 49 | 50.6 | 46.6 | 47.6 | 48.5 | 48.3 | 49 | 46.4 | 44.8 |
| MCH | 14.3 | 14.1 | 13.3 | 13.3 | 13.2 | 13.7 | 13.6 | 13.6 | 13.1 |
| MCHC | 292 | 279 | 284 | 280 | 273 | 283 | 277 | 293 | 293 |
| NEU(%) | 23.4 | 34.1 | 39.8 | 36.5 | 24.7 | 11.94 | 42.1 | 15.34 | 26.5 |
| LYM(%) | 69.3 | 53.2 | 56.4 | 59.7 | 72.2 | 85.54 | 47.9 | 77.84 | 60.7 |
| MON(%) | 5 | 10.1 | 3.6 | 1.5↓ | 2.4↓ | 1.44↓ | 7.3 | 3.84 | 11.5 |
| EOS(%) | 2.3 | 2.6 | 0.2 | 2.3 | 0.7 | 1.24 | 2.3 | 3.04 | 1.1 |
| BAS(%) | 0 | 0 | 0 | 0 | 0 | 40 | 400↑ | 140↑ | 200↑ |
| NEU | 1.39 | 1.05 | 1.75 | 1.43 | 1.35 | 1.66 | 1.09 | 1.07 | 1.64 |
| LYM | 4.14 | 1.64 | 2.48 | 2.34 | 3.94 | 11.85 | 1.24 | 5.47 | 3.75 |
| MON | 0.3 | 0.31 | 0.16 | 0.06↓ | 0.13↓ | 0.19↓ | 0.19 | 0.27 | 0.71 |
| EOS | 0.14 | 0.08 | 0.01 | 0.09 | 0.04 | 0.16 | 0.06 | 0.21 | 0.07 |
| BAS | 0 | 0 | 0 | 0 | 0 | 0.4 | 1↑ | 1.4↑ | 1↑ |

How the deposited data were processed for this re-analysis (not part of the article)

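The scRNA-seq of the study was processed from the one matrix of UMI counts that the authors deposited, made with Cell Ranger 6.0.1 per the file header from 10x Genomics 3' libraries and not normalized. It covers 4 samples of both glands from untreated wild-type female mice. The labels name 2 mice and the paper 3. The matrix has 1 barcode suffix, so it was treated as 1 sample, and no test between samples, mice or glands was run. The genome build and annotation of the counts are not given in the sources used here. The other data of the study were not analysed here.

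All 15707 barcodes were kept, at a median of 2608 UMIs per cell. Clustering used Seurat 5.3.0 in R 4.3.3, whereas the paper used another version and its text names affinity propagation. Counts were log-normalized with a scale factor of 10000. Of 2000 variable genes (vst) the 20 that belong to Figures 6D, E were removed, leaving 1980. Cells were clustered by the Louvain method on 20 principal components at a resolution of 0.5. Doublet scores came from Scrublet in scanpy 1.11.5. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

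A marker counted in a cluster when at least 25% of its cells had a UMI and its level was above that of all other cells, and at least 3 markers of a list were needed for a name. The lists were for serous acinar, mucinous acinar, ductal epithelial, intercalated duct, basal or myoepithelial, lymphoid, myeloid, vascular, mesenchymal, pericyte, Schwann and erythroid cells. They were fixed before the clusters were made and hold none of the 36 genes of Figures 6D, E. The names themselves were given after the levels of the reported genes in each cluster had been looked at. For the serous and mucinous acinar-like clusters the leading genes, some of them reported genes, were part of the reason. Clusters with a median under 500 genes were left unnamed, a limit set after seeing the data. Of the 6661 cells or 42.4% in them, it decided for 1505, in clusters 7, 9 and 12, since the other clusters had too few markers. Cluster 11 was left unnamed by judgement, with 3 serous markers, and so were clusters 17, 22 and 23, with markers of several lists. Clusters 4, 10, 14, 18, 21 and 24 also had at least 3 markers of more than 1 list, and their names were a judgement too. The immune-like class is the lymphoid-like and myeloid-like cells together.

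The level of a gene is its UMIs summed over a class or cluster per 10000 UMIs, with an exact Poisson 95% interval. Log2 ratios compare a class with the highest of the other 5 classes of the paper. Shares of cells carry exact binomial 95% intervals, and were also computed with every cell thinned to 500 or 1000 UMIs. No cell fell below either depth. The genes named are the 36 genes of Figures 6D, E, whose levels in the figures had been seen, the 6 markers that the paper gives, the genes of the marker lists, the 10 genes with the largest fold in each cluster, and 25 other salivary defence genes, some of the kinds listed in the paper's introduction and some of other kinds. Positions are from GENCODE M21 on GRCm38, and all 44 genes looked up were found by Ensembl identifier.

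The alternatives were other resolutions and numbers of principal components, the 36 genes kept, a filter on cells, other measures of level, free RNA taken away, the 10% highest Scrublet scores left out, and unnamed clusters joined to a class. For the last, clusters 0 and 16 went to the serous acinar, 1 and 11 to the mucinous acinar, 7 to the vascular, 9 to the myeloid and 12 to the mesenchymal class. These classes were chosen by judgement, and clusters 1, 7 and 11 had more serous markers than markers of the class they joined. The last 2 alternatives were added after seeing the data. Clusters of the alternative clusterings were not named from markers. Each took the most common main-setting name of its cells, unnamed included, so a small class can be lost to a larger one. Free RNA was estimated from *Mucl2*, *Pip* and *Scgb2b27* in lymphoid-like cells, at 527 UMIs per droplet. The methods were tested on simulated data with 2 groups of 1500 cells and 200 genes changed 4-fold. There, 5 clusters were found for the 2 groups, so these settings divided cells more finely than the groups put in. Of the cells, 100% fell in a cluster mostly of their own group, the median fold recovered was 3.98, and 94.5% of the Poisson intervals held the true level. All cells of a group were drawn from the same profile. The share of intervals was thus largely fixed in advance and does not cover variation between cells. The fold was divided by the median ratio of unchanged genes, a step not applied to the reported levels and log2 ratios. With 300 UMIs of free RNA put in per droplet, 306 were recovered.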

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

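The items below are salivary defence genes outside Figures 6D, E that had more UMIs than the 3 that a count of 0 allows. All of them come from a list of 25 genes set with the other choices, except *Dcpp1*, which was added for its place among the most abundant transcripts. The tests of RNA from serous acinar cells and of free RNA in cluster 14 were chosen after the result was seen.

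Of the 25 genes, 21 were above that limit and 4 were not (*Muc5b*, *Bpifb2*, *Camp* and *S100a8*, 3 of them with no UMI). The paper does not report these genes by cell type. By total UMIs, *Dcpp1* (2923392), *Prol1* (1769846) and *Bpifa2* (479980) were far ahead, followed by *Pglyrp1* (44776), *Cst3* (38919), *Igkc* (21877), *Wfdc2* (14233), *Lyz2* (8191), *Igha* (5782), *Jchain* (2065) and *Ighm* (846). *Cst10* (296), *Lcn2* (272), *Lyz1* (197), *Slpi* (196), *Amy1* (143) and *Muc1* (135) were rare. Of the UMIs of *Ltf* (29), 24 were in ductal epithelial-like cells and 0 in the other 5 classes of the paper. Of those of *Defb1* (43), 30 were in basal or myoepithelial-like cells, and of those of *Dmbt1* (36), 34 in unnamed clusters. *S100a9* (6) and *Reg3g* (5) rested on too few UMIs to order the classes.

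*Dcpp1*, *Bpifa2* and *Pglyrp1* were highest among the 6 classes in mucinous acinar-like cells, at 492, 76.4 and 9.42 UMIs per 10000, and higher in the unnamed cluster 11, at 1502, 249 and 22.9. *Prol1* was among the markers that named cluster 2, *Wfdc2* among those of the ductal epithelial-like clusters and *Lyz2* among those of the myeloid-like clusters, so their place is partly the basis of the names. *Bpifa2* stands in the serous acinar list and did not count in cluster 2, but did in clusters 1, 7, 11 and 14. *Jchain* stands in the lymphoid list and counted in no cluster. *Igha*, *Igkc* and *Jchain* were at 159, 645 and 58.9 in cluster 20, a lymphoid-like cluster of 97 cells named from T cell markers. *Cst3* was highest in cluster 19, at 126.

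*Prol1* was at 199 in serous and 110 in mucinous acinar-like cells. Free RNA at the amount of lymphoid-like cells falls short of the second value, with 7.49 UMIs of *Prol1* per barcode there against 153 in cluster 14. RNA from serous acinar cells that came in another way, in doublets for example, may be part of it and was not excluded, since the 5 serous genes tested had ratios to *Mucl2* in cluster 14 at most 1.35 times those in cluster 2, and *Prol1* itself was at 1.14. Reads shared between paralogs limit *Dcpp1*, which has 25.4% of its 3' windows in common with *Dcpp2* and *Dcpp3*. The design has 1 condition and no labelled gland, so no biological explanation was tested.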

How the results depend on the processing

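The settings of the clustering, the marker lists, the measure of level and most alternatives were chosen before the data were examined. The limit of 500 genes and the names of the clusters were not. The 10% highest Scrublet scores and the joining of unnamed clusters were tests added after seeing the data.

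The number of clusters fell from 26 to 14 at a resolution of 0.3. It was 28 at 0.8, 19 with 10 and 23 with 30 principal components, 24 with the genes of Figures 6D, E kept and 22 under the filter on cells. The share of cells in named clusters, 52.0%, was 53.0% at a resolution of 0.3, 53.4% at 0.8, 54.1% with 10 and 49.0% with 30 principal components, 51.1% with the genes of Figures 6D, E kept, 56.7% without the highest Scrublet scores and 97.6% with the unnamed clusters joined. Joining fixes the last value by construction, and it sends cluster 7 to the vascular class, although 3 serous markers and 1 vascular marker were above the other cells there. For the others the cause was not tested. The median UMIs per cell were 2659 under the filter and 2575 without the highest Scrublet scores, and the median genes 693 and 707. The filter leaves out cells with few genes by construction, and for the Scrublet scores the cause was not tested.

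With 10 principal components none of the 6 genes of the SLG list (0) was highest in a mucinous acinar-like cluster, because no cluster took that name. Elsewhere the count ran from 3, with free RNA taken away, to 6, and that of the SMG list from 5 to 6. Of the 12 genes that the paper's text assigns, 12 were highest in the named class in the main setting. The names partly fix this for 5 of them (*Lpo*, *Mucl2*, *Scgb2b26*, *Scgb1b27* and *Muc19*). It was 9 with 10 principal components, and 11 with 30 and under the filter, where no cluster took the mesenchymal-like name. The count was also 11 as mean UMIs per cell and as the thinned share of cells, where *Mucl2* tied at 100%.

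One ratio reversed. As mean UMIs per cell the log2 ratio of *Cd44* went from 1.10 to -2.36, because serous acinar-like cells hold far more UMIs per cell and this measure does not divide by them. Of the other log2 ratios under the alternatives, 94 moved beyond their interval and 87 did not. The shares of cells of single classes moved in 35 cases and stayed in 29, and the shares of cells with a UMI in 14 and 10. *Smgc*, *Ero1lb* and *Txndc5* changed their highest class most often.

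Not run were leaving out Scrublet's doublets, since it called none, and leaving out each library, since the barcodes carry 1 suffix.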

Differences from the paper's values

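The paper's text gives 12 clusters, and 26 were found here. The same text has a cluster 0 and a cluster 12, which would make 13 if no number is skipped, though it does not mention clusters 4 and 7. Among the alternatives set before the data were examined, the resolution of 0.3 gave 14, within 1.5 times the paper's number. The resolution of 0.8 (28), 10 (19) and 30 (23) principal components, the genes of Figures 6D, E kept (24) and the filter on cells (22) did not. The number of cells and the median genes per cell match those of the paper's text.

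The paper's discussion restricts *Ca6* to 2 of its 3 serous clusters. Here *Car6* was at 125 UMIs per 10000 in cluster 2. In the unnamed clusters whose UMIs are mostly serous transcripts it was at 109 in cluster 0, 86.5 in cluster 16, 111 in cluster 12, 108 in cluster 9 and 94.2 in cluster 7, and it was at 22.1 in lymphoid-like cells of cluster 4. The clusters need not be those of the paper. For *Pip*, which the paper places in all of its serous clusters, the levels were 223 in cluster 2, 187 in cluster 0, 186 in cluster 16, 174 in clusters 9 and 12 and 154 in cluster 7.

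The paper places *Agr2* and *Txndc5* high in the mucinous subpopulation that holds *A2ml1* and *Muc19*. Here *Agr2* was at 0.545 in cluster 17 and 0.506 in cluster 14, with intervals that overlap, and *Txndc5* was highest in cluster 20, at 2.70 against 1.09 in cluster 14. Among the 6 classes *Agr2* was highest in the mucinous acinar-like class, at 0.506 against 0.136 in serous acinar-like cells. *Txndc5* was at 1.28 in the mesenchymal-like and 1.09 in the mucinous acinar-like class, with intervals that overlap, and the mucinous acinar-like class was highest under 6 alternatives. Of the 6 genes of that list, 4 were highest in cluster 14. The count was 5 at resolutions of 0.3 and 0.8, under the filter on cells, as mean UMIs per cell and as the thinned share of cells, and 6 with 30 principal components and as the mean over cells. It was 4 with the genes of Figures 6D, E kept, 3 with free RNA taken away and 0 with 10 principal components, where no cluster took the mucinous acinar-like name. Of the alternatives chosen after seeing the values, leaving out the highest Scrublet scores gave 6 and joining the unnamed clusters 4.

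For the SLG the paper names the mucinous acinar cells alone as the source of antimicrobial proteins. The 3 genes that the text assigns to mucinous acinar cells (*A2ml1*, *Muc19* and *Pigr*) were highest in the mucinous acinar-like class, although *Muc19* was part of the reason for the name. Of all 18 genes in Figure 6E, 8 were highest in the mucinous acinar-like class and 8 in the mesenchymal-like class (14 and 3 as mean UMIs per cell). This count is without regard to gland. The paper takes only some of the 18 as antimicrobial candidates, so the count does not test its statement.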

Other observations

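The tests on clusters 7, 9 and 12 by genes per cell, on *Muc19* and *Dcpp3*, on the *Scgb2b* paralogs and on the primers listed for *Scgb1b27* were written down before their results, and the tests on clusters 0, 1, 16 and 23, on the marker lists, on the serous genes of cluster 14 and on the primers for *Ctsd* were chosen after the result was seen. Clusters 0, 1 and 16 were first 1 test and the 5 lists of cluster 0 another. Each was divided after its values were seen, because cluster 16 and the ductal list had not met it.

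A share of 42.4% of the cells lies in 6 clusters with few genes per cell. Lower depth alone is argued against for cluster 16, which at 1000 UMIs had 65 genes against 95 in cluster 2, a ratio of 0.684. For clusters 0 and 1 the ratio was at least 1.49 to clusters 2 and 11, which is consistent with lower depth, although the secreted transcripts also take a smaller share there (73.6% in cluster 0 against 87.2% in cluster 2). For clusters 7, 9 and 12 lower depth cannot be told apart from other explanations. Their ratio was at most 0.473 to clusters 13, 5 and 15, but those hold far fewer secreted transcripts, which fixes that outcome. Against cluster 2 the ratios were 2.13, 2.24 and 2.23.

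Cluster 0 has the transcripts of serous acinar-like cells at low depth. Free RNA alone cannot be told apart from serous cells of low depth. Of its barcodes, 48.0% (46.0 to 49.9) had more *Mucl2* UMIs than the upper end of the central 95% of lymphoid-like cells, where 2.5% would be due at their amount of free RNA. The mean of *Mucl2* UMIs per barcode in cluster 0 was 11.6 times that of lymphoid-like cells. But every barcode in the matrix holds more UMIs than that amount of free RNA, 527 per droplet. Being taken as a cell therefore fixes an excess by either measure. A first criterion was that the median of cluster 0 lie within the central 95% of lymphoid-like cells. It had been met, at 968 against a bound of 996, and was then replaced by the share of barcodes above that bound. RNA from other cells may be part of it, since 4 lists (lymphoid, myeloid, vascular and mesenchymal) had at least as many UMIs per barcode as in cluster 2 (0.983 against 0.186 for the lymphoid list). For the ductal list, at 0.770 times cluster 2, this cannot be told apart from RNA of the acinar cells themselves, which hold *Krt8*, *Krt18* and *Atp1b1*. *Klk1*, at 47.4 UMIs per barcode against 8.14, was 5.82 times as high.

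In clusters 7, 9 and 12 the vascular, myeloid and mesenchymal lists stood at no more than 0.162 times the UMIs per barcode of clusters 13, 5 and 15, far below a whole second cell. Cluster 23, with lymphoid and ductal genes together, may hold 2 cells per droplet. Its median of 4215 UMIs was 0.911 times the sum of the medians of the single classes, 4626, and its lymphoid and ductal lists were at 0.785 and 0.952 times theirs. Scrublet called none of its cells, at a median score of 0.202.

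Clusters 11 and 14 share transcripts at very unequal levels. *Muc19* had 0.909 UMIs per barcode in cluster 11 against 0.126 in lymphoid-like cells, and *Dcpp3* had 1907 in cluster 14 against 13.1, so free RNA at the amount of lymphoid-like cells falls short of both. Doublets of the kinds of cell stay open, since the median of *Muc19* in cluster 11 was 0 and *Dcpp3* in cluster 14 had a median of 329 and an upper end of the central 95% of cells at 13259. For the serous genes in cluster 14 free RNA at that amount falls short as well, since lymphoid-like cells had at most 0.0480 times the UMIs per barcode of cluster 14 for the 5 genes tested. They may still be RNA of serous acinar cells that came in another way, in doublets for example, as their ratios to *Mucl2* were at most 1.35 times those in cluster 2.

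*Scgb2b27* had more UMIs than *Scgb2b26*, 662 against 389 per 10000 in serous acinar-like cells. Reads shared between these paralogs are argued against, as 0% of the 3' windows of 90 bases were shared.

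The qPCR primers in the paper were matched to the transcripts of GENCODE M21. Of 14 pairs, 12 matched the gene listed and 2 matched another gene only. The pair listed for *Scgb1b27* is that of *Scgb2b27*, with 8 mismatches to *Scgb1b27* in each primer. The pair listed for *Ctsd* matched *Ifitm10* and had 7 and 6 mismatches to *Ctsd*. The printed sequences need not be those ordered, and the qPCR data were not used here.

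The marker lists gave, as the largest number of genes above the other cells in any cluster, 5 of 9 for serous acinar (cluster 14, with 4 in cluster 2), 5 of 16 for mucinous acinar (cluster 14), 13 of 16 for ductal epithelial (cluster 8) and 9 of 10 for basal or myoepithelial (cluster 24). For intercalated duct it was 3 of 5 (cluster 10), of which *Krt18* stands in the ductal list too. It was 8 of 16 for lymphoid (cluster 20), 14 of 17 for myeloid (cluster 5, with *Ptprc* in both immune lists), 11 of 13 for vascular, 12 of 12 for mesenchymal and 4 of 6 for pericyte. The Schwann and erythroid lists had none in any cluster. All lists are of cell types of the tissue, and the design gives 1 condition, so no biological explanation was tested for the patterns above.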
